# Immature myeloid progenitors promote disease progression in a mouse model of Barrett's-like metaplasia

**DOI:** 10.18632/oncotarget.5431

**Published:** 2015-10-12

**Authors:** Jianping Kong, Hong Sai, Mary Ann S. Crissey, Nirag Jhala, Gary W. Falk, Gregory G. Ginsberg, Julian A. Abrams, Hiroshi Nakagawa, Kenneth Wang, Anil K. Rustgi, Timothy C. Wang, John P. Lynch

**Keywords:** Barrett's esophagus, myeloid-derived suppressor cells (MDSC), IL-17, S100A9, IL-1β

## Abstract

Cdx2, an intestine specific transcription factor, is expressed in Barrett's esophagus (BE). We sought to determine if esophageal Cdx2 expression would accelerate the onset of metaplasia in the *L2-IL-1β* transgenic mouse model for Barrett's-like metaplasia. The *K14-Cdx2::L2-IL-1β* double transgenic mice had half as many metaplastic nodules as control *L2-IL-1β* mice. This effect was not due to a reduction in esophageal IL-1*β* mRNA levels nor diminished systemic inflammation. The diminished metaplasia was due to an increase in apoptosis in the *K14-Cdx2::L2-IL-1β* mice. Fluorescence activated cell sorting of immune cells infiltrating the metaplasia identified a population of CD11b^+^Gr-1^+^ cells that are significantly reduced in *K14-Cdx2::L2-IL-1β* mice. These cells have features of immature granulocytes and have immune-suppressing capacity. We demonstrate that the apoptosis in *K14-Cdx2::L2-IL-1β* mice is CD8^+^ T cell dependent, which CD11b^+^Gr-1^+^ cells are known to inhibit. Lastly, we show that key regulators of CD11b^+^Gr-1^+^ cell development, IL-17 and S100A9, are significantly diminished in the esophagus of *K14-Cdx2::L2-IL-1β* double transgenic mice. We conclude that metaplasia development in this mouse model for Barrett's-like metaplasia requires suppression of CD8+ cell dependent apoptosis, likely mediated by immune-suppressing CD11b^+^Gr-1^+^ immature myeloid cells.

## INTRODUCTION

Esophageal adenocarcinoma (EAC) is an important cause of death in the US, and one of a few cancers whose incidence is on the rise [1]. EAC develops from a metaplastic, premalignant columnar epithelium known as Barrett's esophagus (BE) rather than the squamous epithelium typically present in the esophagus [2–4]. BE is frequently observed in the setting of chronic gastric acid and bile reflux that results in injury and inflammation. The prevalence of Barrett's is estimated at 10–15% of patients with gastroesophageal reflux disease (GERD) [5]. Given its prevalence, its association with EAC, and the increasing incidence of EAC, understanding BE pathogenesis is an important clinical and research imperative.

An important focus of our research is the development of novel mouse transgenic models for BE and EAC. Previously we ectopically expressed Cdx2, an intestine-specific transcription factor commonly observed in BE, in the mouse esophagus and forestomach using the murine *Keratin 14* gene promoter [6]. Cdx2 expression was associated with altered cell morphology and ultrastructure of the esophageal epithelium. In particular we observed dilated intercellular spaces between the squamous basal cells and a compromised epithelial barrier (Figure 1A). However, the formation of a true intestinal metaplasia did not occur.

**Figure 1:**
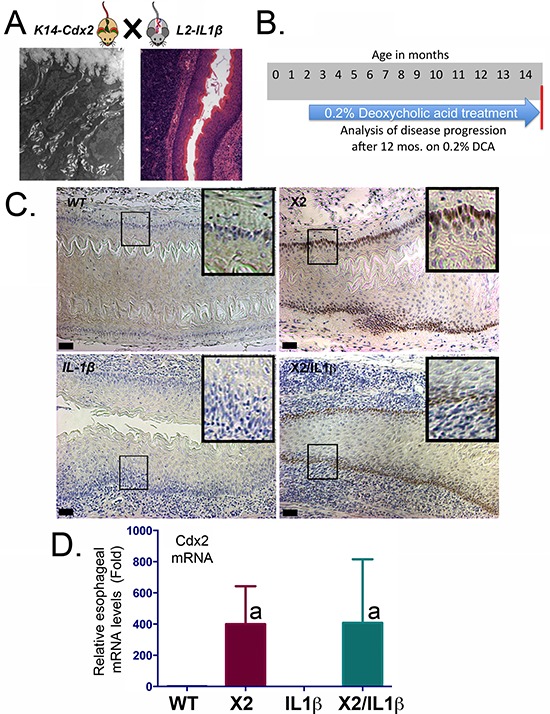
*K14-Cdx2* transgene expression is not altered by *L2-IL-1β* coexpression in *K14-Cdx2::L2-IL-1β* mice **A.** Model of the crossings to generate *K14-Cdx2::L2-IL-1β* transgenic mice. TEM image is of dilated intracellular spaces in the esophageal epithelium of *K14-Cdx2* transgenic mice. H&E image is of inflammation in the esophagus of *L2-IL-1β* transgenic mice. **B.** Experimental approach; 8-week old mice were started on 0.2% DCA in their drinking water and maintained on this for 12 months, at which time the mice were examined for disease extent. **C.** Representative Immunostaining for Cdx2 expression in esophagi of transgenic mice. (X100 magnification; black bar = 50 μm). WT: wild-type; X2: *K14-Cdx2*; IL-1β: *L2-IL-1β*; and X2/IL-1β: *K14-Cdx2::L2-IL-1β*. **D.** Cdx2 mRNA expression by Real-Time PCR analysis for Cdx2 mRNA levels for each group of mice; (*a* = significantly differs from WT and *IL-1β* controls by one-sided ANOVA and Tukey Multiple Comparisons testing, adjusted *p* < 0.047; *n* = 6).

More recently, a physiologically relevant transgenic mouse model for BE and EAC was described by our group [7]. It utilized an Epstein-Barr virus L2 promoter to over-express human IL-1β in the oral cavity, esophagus, and squamous forestomach of mice. These *L2-IL-1β* mice develop a chronic [8] inflammatory esophagitis by 3 months (Figure 1A) that is followed subsequently by the development of a columnar metaplasia with intestinal features that later progresses to dysplasia and cancer. The strength of this transgenic mouse model is that in many ways it strongly phenocopies the pathogenesis of the human Barrett's esophagus as it is presently believed to occur [4, 9], with a chronic inflammatory esophagitis preceding the onset of metaplasia, followed subsequently by dysplasia and cancer. Moreover, this disease sequence is accelerated in the *L2-IL-1β* mice by the addition of bile acids, as is hypothesized for the human disease. In addition, based on histologic and molecular criteria, the columnar metaplasia which develops in the *L2-IL-1β* resembles that of human BE [7]. Lastly, the metaplasia, dysplasia and cancer arise at the squamo-columnar junction (SCJ) much as in the human disease. Together, these observations all suggest the *L2-IL-1β* mouse is an excellent animal model for human BE and EAC. However, there are limitations of this animal model. Anatomically, mice have a squamous forestomach, and therefore this metaplasia arises at the SCJ in the stomach. In addition, although the production of intestinal mucins is strongly observed and consistent with an intestinalized metaplsia, mature goblet cells are not typically seen unless the animals are treated with Notch signaling inhibitors. For this reason, the metaplasia that develops has been described as “Barrett's-like metaplasia” [7].

Given that Cdx2 is expressed in BE, is required for the intestinal phenotype [10], and that ectopic expression of Cdx2 in the esophagus induces a barrier dysfunction, we hypothesized that the *K14-Cdx2* transgene would synergize with the *L2-IL-1β* transgene and promote a more rapid progression to metaplasia and cancer. Unexpectedly, the double transgenic mice had fewer metaplastic nodules at the SCJ compared to the *L2-IL-1β* control mice. This was not due to diminished esophagitis or systemic inflammation. The reduction was due to an observed increase in apoptosis in the developing metaplasia at the SCJ of the double-transgenic mice that was not present in the single transgenic controls. Mechanistically, we provide evidence that this apoptosis is immune-mediated and increased due to significant reductions in the levels of an immune-suppressing subpopulation of immature CD11^+^Gr-1^+^ myeloid cells. These CD11^+^Gr-1^+^ cells have been implicated in promoting tumorigenesis in a number of mouse models of cancer [11–13]. We conclude this population of immature myeloid cells with immune suppressor function are critical for disease progression in the *L2-IL-1β* transgenic mouse model for BE and EAC.

## RESULTS

### Ectopic Cdx2 expression in murine esophageal epithelium does not alter the inflammatory esophagitis induced by transgenic *IL-1β* expression

To investigate for synergy between ectopic esophageal expression of the intestine-specific transcription factor Cdx2 (*K14-Cdx2*) and an animal model for Barrett's-like metaplasia, *L2-IL-1β* transgenic mice, we crossed them to yield doubly transgenic *K14-Cdx2::L2-IL-1β* mice (Figure 1A). To enhance the onset of metaplasia, we treated all mice in this study with 0.2% deoxycholic acid treatment (DCA, pH 7.0) in the drinking water beginning at 8 weeks of age and continued this treatment for 12 months total (to age 14 months, Figure 1B), as was done in the initial report describing the IL-1β transgenic model for a Barrett's-like metaplasia [7]. Histologic analysis of the esophagus confirmed Cdx2 protein expression in the basal epithelial cell population of only the *K14-Cdx2* and *K14-Cdx2::L2-IL-1β* transgenic lines but not in wild-type littermates or *L2-IL-1β* transgenic mice (Figure 1C). This indicates that prolonged DCA exposure does not itself induce Cdx2 expression in the murine esophagus. In both of the *K14-Cdx2* containing lines, Cdx2 mRNA levels induced over WT control were no different (400-fold ± 100 in *K14-Cdx2* mice vs 408-fold ± 160 in *K14-Cdx2::L2-IL-1β* mice; *n* = 6) and protein expression levels are similarly equivalent by immunohistochemistry and not affected by the *L2-IL-1β* transgene (Figure 1C and 1D).

The *L2-IL-1β* transgene induces a brisk inflammatory infiltrate in the esophagus, oral cavity, and tongue of both *L2-IL-1β* possessing transgenic lines (Figure 2A and data not shown). At the SCJ where the metaplasia occurs, the level of inflammation is not significantly different in both IL-1β expressing transgenic lines, based on histopathology scoring by observers blinded to the genotype (Figure 2B). Levels of IL-1β mRNA in the esophagus were not altered by the *K14-Cdx2* transgene (122-fold ± 48 induction over WT controls in *IL-1β* mice against 116-fold ± 54 induction in *K14-Cdx2::L2-IL-1β* mice ; *n* = 6) (Figure 2C). Lastly, systemic inflammation induced by IL-1β expression is similarly unaffected by the *K14-Cdx2* transgene. Serum levels for IL-1β were below our ability to measure reliably in both *K14-Cdx2::L2-IL-1β* and *L2-IL-1β* mice (data not shown). However, levels of the pro-inflammatory cytokine IL-6, which is required for the *L2-IL-1β* metaplasia phenotype [7], were not measurably different in *L2-IL-1β* (33 ± 11pg/μl; *n* = 5) and *K14-Cdx2::L2-IL-1β* mice (36 ± 7pg/μl; *n* = 6) (Figure 2D). Together, these findings strongly suggest the local esophageal as well as systemic inflammatory activities are equivalent in *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice, and that the *K14-Cdx2* transgene does not appear to affect the inflammatory response.

**Figure 2:**
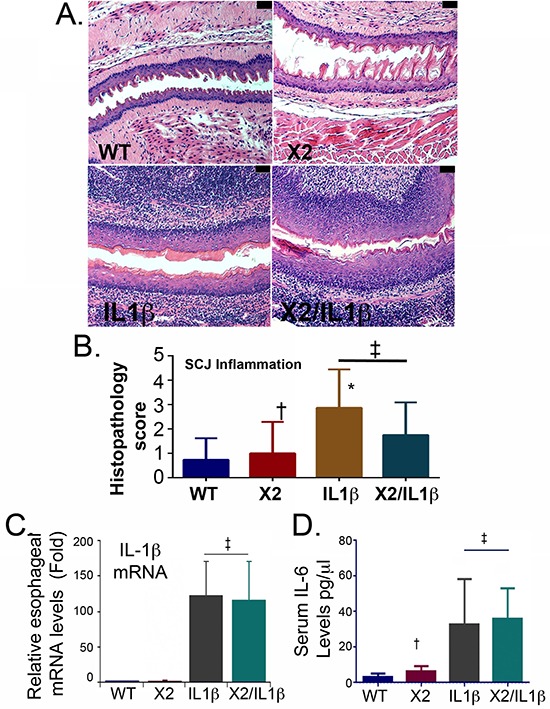
Both *L2-IL-1β and K14-CDX2::L2-IL-1β* mice demonstrate equivalent inflammatory activity **A.** Histopathologic alterations in the esophagus of *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* transgenic mice (X100 magnification; black bar = 50 μm). WT: wild-type; X2: *K14-Cdx2*; IL-1β: *L2-IL-1β*; and X2/IL-1β: *K14-Cdx2::L2-IL-1β.* **B.** Score of inflammation at SCJ by observers blinded to genotype at 14 months of age. *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice develop increased inflammation that is significant different from WT mice but not different from each other. ‡ Not significantly different, (adjusted *p* = 0.40); † not significantly different from WT control (adjusted *p* > 0.99); * significantly differs from WT mice (adjusted *p* ≤ 0.0002) by Kruskal-Wallis ANOVA and Dunn's multiple comparisons testing. **C.** Determination of esophageal IL-1β mRNA levels by qPCR analysis. Significance determined by one-sided ANOVA and Tukey's Multiple Comparison testing, *n* = 6 for each line. (‡ both significantly differ from WT control adjusted *p* < 0.01 but no significant difference between *L2-IL-1β* and *K14-CDX2/L2-IL-1β* mice). **D.** ELISA for serum levels of IL-6, *n* = 4. († not significantly different from WT mice by one-sided ANOVA and Tukey Multiple comparisons testing, adjusted *p* = 0.99; ‡ both significantly differ from WT control adjusted *p* < 0.03 but no significant difference between each other).

### Ectopic Cdx2 expression in murine esophageal and forestomach epithelium reduces metaplasia development at the squamo-columnar junction in the *IL-1β* transgenic mice

At the end of the DCA treatment period, the mice were sacrificed, and the squamo-columnar junctions (SCJ) were examined under a dissecting microscope with a dilute methylene blue stain. A prominent, nodular metaplasia was found at the SCJ in nearly 75% of the *L2-IL-1β* mice (*n* = 19), in keeping with previously reported observations ([7] and Figure 3A and 3B). In the double transgenic *K14-Cdx2::L2-IL-1β* mice, the nodular metaplasia was similarly observed in nearly 70% of mice (*n* = 17). Unexpectedly, nearly 20% of the single transgenic *K14-Cdx2* mice developed small single nodules at the SCJ (*n* = 11), much smaller than the disease noted in the *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice. These small nodules were seen only in the *K14-Cdx2* mice receiving DCA in their drinking water (Figure 3B and data not shown).

**Figure 3:**
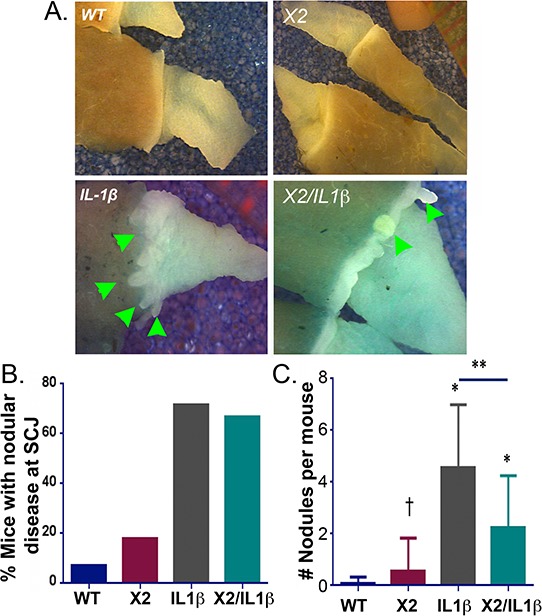
*K14-Cdx2/L2-IL-1β* TG mice metaplastic nodule numbers and nodule volume are reduced compared to *L2-IL-1β* TG mice **A.** SCJ nodular metaplasia (Green arrowhead) was present in most of *K14-Cdx2::L2-IL-1β* and *L2-IL-1β* single TG mice by 12 months of DCA treatment distributed along the SCJ of stomach. WT: wild-type; X2: *K14-Cdx2*; IL-1β: *L2-IL-1β*; and X2/IL-1β: *K14-Cdx2::L2-IL-1β.* **B.** Percentage of mice with nodular metaplasia after 12 months of DCA. WT *n* = 14; *K14-Cdx2 n* = 11; *L2-IL-1β n* = 19; *K14-Cdx2::L2-IL-1β n* = 17. **C.** Average number of nodular metaplastic lesions per mouse; WT *n* = 14; *K14-Cdx2 n* = 11; *L2-IL-1β n* = 19; *K14-Cdx2::L2-IL-1β n* = 17. Using one-way ANOVA and Tukey's Multiple comparison test ** significantly differs from each other adjusted *p* =0.0016; * Significantly differs from WT mice adjusted *p* < 0.009; † no significant difference between *K14-Cdx2* and WT mice adjusted *p* = 0.9155.

Despite their similar disease frequencies, *K14-Cdx2::L2-IL-1β* mice appeared to have a reduced burden of nodular metaplasia compared to the *L2-IL-1β* mice (Figure 3A). To quantify this, we counted the numbers of nodules per mouse, as well as determined the volume of this metaplasia using standard tumor volume approaches. Most significantly, the *K14-Cdx2::L2-IL-1β* mice (2.2 nodules/mouse ± 2.0; *n* = 17) had half as many metaplastic nodules as the *L2-IL-1β* littermates (4.6 nodules/mouse ± 2.4; *n* = 19) (Figure 3C). There were no significant differences in the average size of the nodules in the *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice (data not shown). However the nodules in both were significantly larger than those observed in the *K14-Cdx2* mice (data not shown). Overall, the nodule burden in the *L2-IL-1β* mice was greatest, primarily due to the increased numbers of nodules in these mice. In summary, Cdx2 co-expression with IL-1β reduced the number of nodules of Barrett's-like metaplasia observed in the *L2-IL-1β* mice treated with DCA for 12 months.

### Apoptosis is significantly increased in the Barrett's-like metaplasia of *K14-Cdx2::L2-IL-1β* mice

To understand better what the effects of Cdx2 co-expression are on the *L2-IL-1β* mouse phenotype, we next examined the metaplasia that develops in the *K14-Cdx2::L2-IL-1β* mice. The metaplasia which arises in *L2-IL-1β* mice has been previously-described as Barrett's-like based on several criteria, the most importantly being 1) the induction of intestinal mucin-producing cells (but not classic goblet cells), 2) the disease arising in the setting of chronic inflammation at the SCJ (as occurs in the human disease), and 3) a gene expression pattern which significantly overlaps with the human BE disease [7]. As in this published description, there is an expansion of a glandular, columnar epithelium at the SCJ and displacement of the oxyntic gastric glands distally in both the *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice (Figure 4). Histopathologically, this metaplasia was present in both the *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice but not the WT and *K14-Cdx2* littermates. In both *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice, the metaplastic cells express intestinal mucins, as evidenced by positive staining with Alcian blue and Muc2 (Figures 5A and 5B). Moreover, consistent with the published report, we can demonstrate increased mRNA expression of the Barrett's esophagus associated genes Cckbr, Tff2, and Krt19 (data not shown). Together these findings confirm the previously published description of the *L2-IL-1β* mouse and establish that *K14-Cdx2* co-expression does not significantly alter the phenotype of metaplasia which develops in *K14-Cdx2::L2-IL-1β* mice.

**Figure 4:**
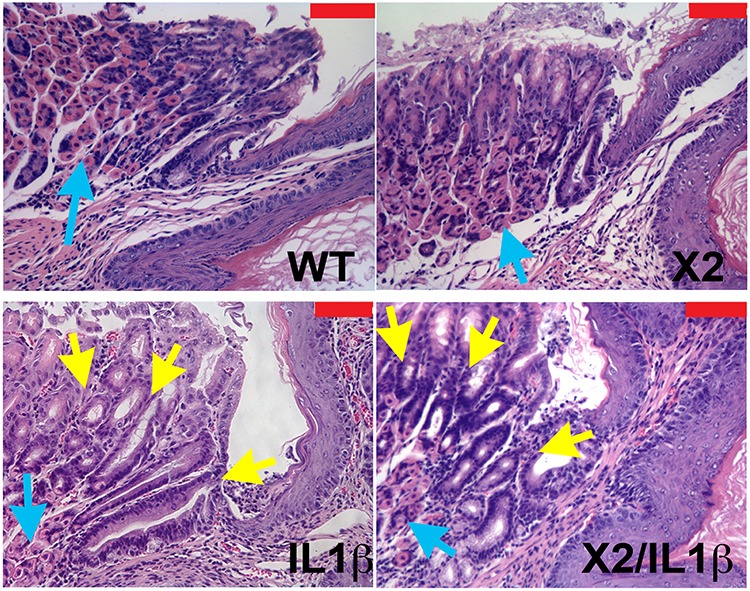
Histopathologic change in *K14-Cdx2/L2-IL-1β* double and *L2-L-1β* single transgenic mice Histopathologic changes at SCJ area in 12-month DCA-treated mice. (x200 magnification, red bar = 50 μm). Both WT and *K14-Cdx2* mice have no significant phenotypic change at the SCJ. *L2-IL-1β* and *K14-Cdx2/L2-IL-1β* mice showed more evident columnar metaplasia with displacement of the oxyntic gastric glands (blue arrow) and expansion of a glandular, columnar epithelium at the SCJ (yellow arrows). WT: wild-type; X2: *K14-Cdx2*; IL-1β: *L2-IL-1β*; and X2/IL-1β: *K14-Cdx2::L2-IL-1β*.

**Figure 5:**
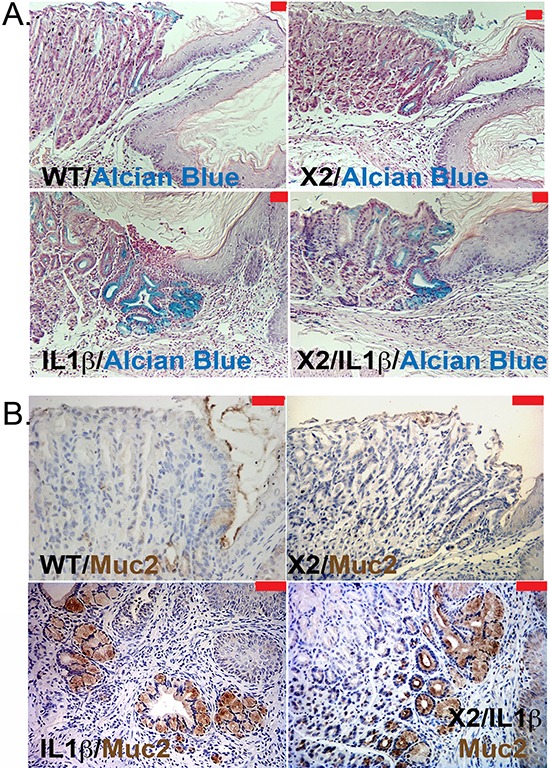
Intestinal mucin production by metaplastic glands in *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* transgenic mice **A.** Representative pictures of Alcian blue staining in the SCJ metaplasia of 12-month DCA-treated mice. (X100 magnification, red bar = 50 μm). WT: wild-type; X2: *K14-Cdx2*; IL-1β: *L2-IL-1β*; and X2/IL-1β: *K14-Cdx2::L2-IL-1β.* **B.** Representative immunohistochemistry for Muc2 expression (brown stain) in the SCJ metaplasia from similar mice (red bar = 50 μm).

We next considered other mechanisms by which Cdx2 co-expression in the squamous epithelium reduced the development of the nodular metaplasia at the SCJ. Cdx2 is a transcription factor with tumor-suppressor activity in the intestine, possibly mediated by inhibitory effects on cell proliferation, but it is also reported to have tumorigenic activity by repressing cell apoptosis [6, 14, 15]. In the mouse esophagus, IL-1β expression increased cell proliferation equally, as demonstrated by incorporation of the DNA analogue EdU in the Cdx2 non-expressing (0.29 ± 0.06%EdU+nuclei; *n* = 15 mice) and expressing (0.28 ± 0.07%EdU+nuclei; *n* = 10 mice) littermates (Figure 6A). At the SCJ, there was no significant effect of either transgene or DCA treatment on SCJ metaplasia EdU incorporation (data not shown), suggesting the observed reduction in metaplastic development in *K14-Cdx2::L2-IL-1β* mice was not due to changes in cell proliferation either in the esophagus or at the SCJ.

**Figure 6:**
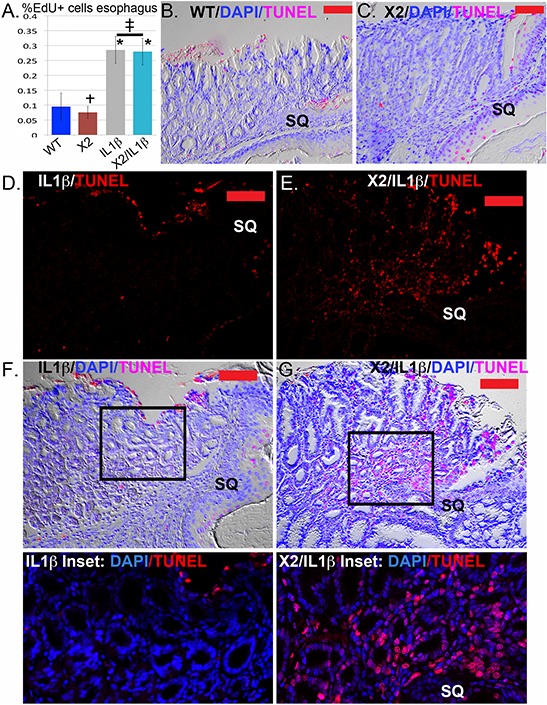
Apoptosis but not cell proliferation is significantly altered in the SCJ metaplasia *K14-Cdx2::L2-IL-1β* transgenic mice **A.** Average counts of EdU incorporation in the esophagi of transgenic and control mice. EdU was detected by Alexa Fluor 594 azide (red) and cell nuclei were stained with DAPI (blue). At least 300 cells per mouse were counted. *L2-IL-1β* over-expression promotes cell proliferation in esophageal epithelium. * Significantly differs from control WT mice by one-sided ANOVA and Tukey's Multiple comparison test adjusted *p* < 0.043. ‡ no significant difference between double and single *L2-IL-1β* TG mice adjusted *p* = 0.9996; † no significant difference between *K14-Cdx2* and WT mice, adjusted *p* = 0.9932. *n* = 15 mice WT, *n* = 8 mice *K14-Cdx2*, *n* = 15 mice *L2-IL-1β*, and *n* = 10 *K14-Cdx2::L2-IL-1β* mice. **B.** and **C.** Representative imaging of combined nuclear (DAPI-blue), TUNEL (Tetramethylrhodamine –red) and differential interference contrast microscopy (Nomarski) of the SCJ of (B) WT and (C) *K14-Cdx2* mice. (x200, red bar = 50 μm). **D.** and **E.** Representative imaging TUNEL (Tetramethylrhodamine –red) staining of the SCJ metaplasia of (D) *L2-IL-1β* and (E) *K14-Cdx2::L2-IL-1β* mice. There is a highly significant increase in TUNEL labeling of the nuclei of the glandular epithelial cells. (x200, red bar = 50 μm). **F.** and **G.** Representative imaging of combined nuclear (DAPI-blue), TUNEL (Tetramethylrhodamine –red) and differential interference contrast microscopy (Nomarski) of the SCJ metaplasia of (F) *IL-1β* and (G) *K14-Cdx2::L2-IL-1β* mice. (×200, red bar = 50 μm). Inset: ×400 magnification of SCJ metaplasia with only nuclear (DAPI-blue) and TUNEL (Tetramethylrhodamine –red) staining illustrate the localization of TUNEL staining to nuclei, including the glandular epithelium of the metaplasia.

As an increase in apoptosis in the *K14-Cdx2::L2-IL-1β* mice could be an explanation, we examined apoptosis rates by Caspase 3 immunohistochemistry (IHC) and TUNEL staining. In the esophagus, there was no evidence that the *L2-IL-1β* or *K14-Cdx2* transgenes alone altered cellular apoptosis by either technique (Figure 6B and 6C and data not shown). Similarly, there was no significant apoptosis noted in the SCJ metaplasia in *L2-IL-1β* transgenic mice (Figure 6D and 6F and F-inset). However, in the *K14-Cdx2::L2-IL-1β* mice, there was a noticeable increase in apoptosis demonstrated by both approaches (Figure 6E and 6G and G-inset). The TUNEL staining in the *K14-Cdx2::L2-IL-1β* mice is localized to nuclei. This is most evident in the inset, and includes many nuclei from the metaplastic glandular epithelium (Figure 6E, 6G, and 6G-inset). In summary, the *K14-Cdx2* transgene limits the formation of the BE like metaplasia in *L2-IL-1β* transgenic mice by increasing apoptosis in the developing SCJ metaplasia.

### Myeloid cell associated genes are diminished in the metaplastic nodules of *K14-Cdx2::L2-IL-1β* mice

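The tissue compared on the arrays was metaplastic nodules of the squamo-columnar junction (SCJ), removed whole after 12 months of deoxycholic acid (DCA) at 0.2%, which was begun at 8 weeks of age. *L2-IL-1β* mice overexpress IL-1β in the squamous epithelium of the esophagus and forestomach, and *K14-Cdx2::L2-IL-1β* mice also express the intestinal transcription factor Cdx2 from the keratin 14 promoter of basal squamous cells. Total RNA was run on 6 Affymetrix arrays, 3 for each genotype, with the samples 52540, 52541 and 52542 from *K14-Cdx2::L2-IL-1β* mice and 52543, 52544 and 52545 from *L2-IL-1β* mice. Table 1 calls these biological replicates, and whether a sample holds the nodules of 1 mouse or of several is not given in the sources used here. The methods and the series' design text name different Affymetrix mouse gene arrays. The authors deposited log2 intensities of 34365 probe sets, already normalized between arrays by a method not given in the sources used here, and the medians of the 6 arrays lay between 6.62 and 6.65. These values were taken as deposited and compared between genotypes with limma (lmFit and eBayes, Benjamini-Hochberg adjustment over all 34365 probe sets). The thresholds for counts were the 2-fold change and 10% false discovery rate of the results, and a single gene was called changed at an adjusted p under 0.10 whatever its fold. Of the probe sets, 27037 carried a gene symbol, for 24647 genes, and a gene with several was represented by the one with the highest mean. Members of 40 gene lists (cell types and pathways) were counted, and the shift of each list against all other genes was tested with camera at a preset correlation of 0.01 and called at an adjusted p under 0.05. The lists were written after Table 1 and Table S1 had been read, so counts and shifts of lists that hold their genes are not independent evidence. With 3 samples against 3, an exact two-sided permutation test of 1 gene cannot go below p = 0.10, so the number of arrays limits the precision. Samples also differed in ways the genotype does not give. Sample 52540 correlated with the *L2-IL-1β* samples (mean r = 0.990) as closely as with its own genotype (mean r = 0.987), and the median of 4 Y-linked genes lay 4.25 (log2) above the *L2-IL-1β* mean in sample 52541 and in none of the other 5.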

In order to determine why cell apoptosis is increased in the developing metaplasia of the double transgenic mice, we performed an Affymetrix microarray analysis of gene expression differences. We compared gene expression in the metaplastic nodules from *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice. We identified 199 genes whose expression differed by 2-fold or more and had less than a 10% false discovery rate (Table 1 and Supplementary Table S1). 

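Uox, which encodes urate oxidase, fell further than any other named gene in nodules of *K14-Cdx2::L2-IL-1β* mice. Its probe set, on chromosome 3 from 146260041 to 146295269 (NCBIM37), had a log2 intensity of 6.00 ± 0.11 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* and 9.90 ± 0.37 (SD, n = 3) in *L2-IL-1β* nodules, a log2 fold change of -3.90 (standard error 0.18, adjusted p = 0.0022, limma). Akr1c18, a steroid dehydrogenase on chromosome 13 from 4131861 to 4149900, followed with a log2 fold change of -3.35 (standard error 0.51, adjusted p = 0.056). The transmembrane serine proteases Tmprss11bnl (-2.41, standard error 0.11) and Tmprss11g (-2.10, standard error 0.10) fell with an adjusted p of 0.0022 each. Vnn3, a vanin of the pantetheinase family, fell by 2.49 on the log2 scale (adjusted p = 0.010), the mucin gene Muc5b also fell by 2.49 (adjusted p = 0.080), and lactoperoxidase (Lpo) fell by 2.39 (adjusted p = 0.021). A probe set of A630038E17Rik that the deposited annotation describes as T cell receptor delta chain fell by 2.85 (adjusted p = 0.0022). In all, 137 probe sets naming 120 genes differed by at least 2-fold at an adjusted p under 0.10, and all 137 are among those the authors' deposited table lists at the same thresholds. In 19.8% of all probe sets the 3 samples of one genotype lay on one side of the other 3, where chance gives 10%. Significance analysis of microarrays (SAM) rebuilt from the deposited values with all 20 relabellings called 183 probe sets, all of them in that table too. The limma count changed when single samples were left out, which also left fewer samples to test. It was 329 without sample 52540, 48 without 52541, 156 without 52542, 13 without 52543, 37 without 52544 and 32 without 52545. Akr1c18 was no longer called without sample 52541 (adjusted p = 0.18), 52543 (adjusted p = 0.19) or 52545 (adjusted p = 0.18), while Uox remained called without any 1 of the 6. The log2 fold change of Akr1c18 stayed between -3.95 and -2.86 over all alternatives.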

Only 47 of the 199 differentially expressed genes had increased levels in the *K14-Cdx2::L2-IL-1β* mice. 

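Cdx2, the gene of the second transgene, rose from a log2 intensity of 6.80 ± 0.06 (SD, n = 3) in *L2-IL-1β* nodules to 9.53 ± 0.43 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* nodules, a log2 fold change of 2.73 (standard error 0.20, adjusted p = 0.010, limma). The interferon-inducible gene Ifi27l2b rose by 2.60 (standard error 0.42, adjusted p = 0.062), and Far2, a fatty acyl-CoA reductase, by 2.41 (standard error 0.30, adjusted p = 0.041). Keratin 79 (Krt79) rose by 1.89 (adjusted p = 0.074) and the late cornified envelope gene Lce1m by 1.58 (adjusted p = 0.022). Of 20 late cornified envelope genes, 4 were higher, none was lower and 16 did not pass the test (12 higher when adjusted over the list alone), with a median log2 fold change of 0.78 (adjusted p = 2.27e-09 by camera, adjusted p = 0.339 with an estimated correlation). Of 27 interferon-stimulated genes, 1 (Stat2) was higher, none was lower and 26 did not pass (1 higher when adjusted over the list alone), and the list's median log2 fold change was 0.40 (adjusted p = 7.41e-08 by camera, adjusted p = 0.255 with an estimated correlation). At the thresholds of 2-fold and an adjusted p under 0.10, 22 probe sets were higher in *K14-Cdx2::L2-IL-1β* nodules and 115 were lower, so that 83.9% of the changed probe sets were lower. The median log2 fold change of all probe sets was -0.01. The number of higher probe sets was 94 without sample 52540, 5 without 52541, 35 without 52542, 4 without 52544 and 4 without 52545, and SAM rebuilt gave 40. Without sample 52543 limma called 0 higher probe sets and Cdx2 was no longer called (log2 fold change 2.70, adjusted p = 0.11), while 4699 of all probe sets had an unadjusted p under 0.05 with the 6 samples.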

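Syncollin (Sycn), a zymogen granule protein of pancreatic acinar cells, and the protocadherin gene Cdhr5 of the intestinal brush border were the most strongly raised of the named genes. Sycn, on chromosome 7 from 29325904 to 29327229 (NCBIM37), had a log2 intensity of 11.17 ± 1.01 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* and 7.40 ± 0.74 (SD, n = 3) in *L2-IL-1β* nodules (log2 fold change 3.76, standard error 0.56, adjusted p = 0.055, limma). Cdhr5 had 8.70 ± 1.09 (SD, n = 3) and 5.85 ± 0.24 (SD, n = 3), a log2 fold change of 2.84 (standard error 0.51, adjusted p = 0.077). Of 38 genes of intestinal epithelium, 2 (Cdx2 and Cdhr5) were higher, 1 (Fcgbp, log2 fold change -0.98) was lower and 35 did not pass, with the same counts when adjusted over the list alone. The list shifted upward by camera (adjusted p = 0.00395), but the adjusted p was 0.579 with an estimated correlation and 0.691 without sample 52542, in a range of 4.68e-06 to 0.691 over all alternatives. In that sample the other 25 genes of pancreatic acinar cells lay a median of 2.56 (log2) above the *L2-IL-1β* mean, against 0.02 in sample 52540 and 0.09 in sample 52541. Carboxypeptidase A1 (Cpa1), chosen after its values were seen, measured 11.27 in sample 52542 and 6.64 and 6.51 in the other two, while Sycn measured 12.16 there, 10.15 in sample 52540 and 11.19 in sample 52541. Of the 26 acinar genes with Sycn, 1 (Sycn) was higher, none was lower and 25 did not pass (1 higher when adjusted over the list alone), with a list adjusted p of 0.00322 by camera an adjusted p of 0.58 with an estimated correlation and an adjusted p of 0.47 without sample 52542. The call of Sycn was lost without sample 52541 (adjusted p = 0.17), 52543 (adjusted p = 0.24), 52544 (adjusted p = 0.14) or 52545 (adjusted p = 0.16), and that of Cdhr5 without the same samples (adjusted p = 0.20, 0.30, 0.21 and 0.22). Over all alternatives the log2 fold change stayed between 3.26 and 4.27 for Sycn and between 2.27 and 3.36 for Cdhr5.

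**Figure D1:**
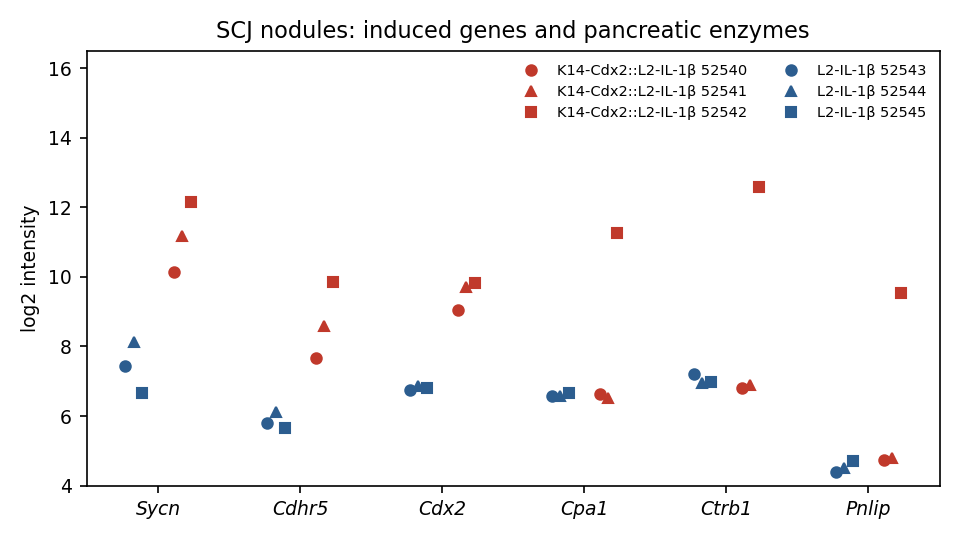
Log2 intensity of each sample for Sycn, Cdhr5, Cdx2 and the pancreatic enzyme genes Cpa1, Ctrb1 and Pnlip, in *K14-Cdx2::L2-IL-1β* nodules (red) and *L2-IL-1β* nodules (blue), with a symbol for each sample. Sycn, Cdhr5 and Cdx2 are higher in all 3 *K14-Cdx2::L2-IL-1β* samples, and Cpa1, Ctrb1 and Pnlip are high in sample 52542, at 11.27, 12.59 and 9.55.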

The two most strongly induced were Syncollin (*Sync*) and Cadherin related family member 5 (*Cadhr5*), both of which are expressed in the intestine and one, Cadhr5, is a known transcriptional target of Cdx2 [16]. A gene function annotation of these 47 genes using DAVID bioinformatic resources [17] found only a few weak associations (*p* values between 0.02 and 0.05) with early developmental processes (Figure 7A).

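The 21 named genes at least 2-fold higher in *K14-Cdx2::L2-IL-1β* nodules at an adjusted p under 0.10 were set against the gene lists in place of the DAVID annotation, which was not repeated here. They held 2 of 59 intestinal and columnar genes (Cdx2 and Cdhr5, Fisher's exact test, one-sided, adjusted p = 0.00276), 2 of 31 muscle genes (Mir145 and Tacr2, adjusted p = 0.00095) and 2 of 108 squamous genes (Lce1l and Lce1m, adjusted p = 0.00757), with all 24647 named genes as background. The transgene sets the rise of Cdx2, and without it 1 of 58 intestinal and columnar genes (Cdhr5) was among the 20 others (Fisher's exact test, one-sided, adjusted p = 0.0921, a test added after seeing the data). None of the 253 genes of the immune lists was among these 21, while Fcer2a, an immune gene, was higher by less than 2-fold. The lists were written after Table S1 had been read, so their shares among the changed genes are not independent evidence. Mir145, a microRNA gene of smooth muscle, rose by 2.00 on the log2 scale (standard error 0.36, adjusted p = 0.077, limma), and Tacr2, the neurokinin 2 receptor of smooth muscle, by 1.42 (standard error 0.22, adjusted p = 0.059). Of 17 smooth muscle genes, these 2 were higher, none was lower and 15 did not pass (10 higher when adjusted over the list alone). The smooth muscle list had a median log2 fold change of 0.68 (adjusted p = 3.23e-09 by camera, adjusted p = 0.339 with an estimated correlation), while its median also ran from -0.56 in sample 52543 to 0.53 in sample 52545 among the *L2-IL-1β* samples. None of 21 genes of parietal and chief cells passed over all probe sets with limma, and none was called by SAM rebuilt (11 at an unadjusted p under 0.05, 12 higher when adjusted over the list alone), with a median log2 fold change of 0.66 (adjusted p = 1.45e-07 by camera, adjusted p = 0.364 with an estimated correlation). The nuclear receptor gene Esrrg of parietal cells had a log2 fold change of 1.49 (standard error 0.37, adjusted p = 0.16). No list of early developmental processes was tested.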

**Figure 7:**
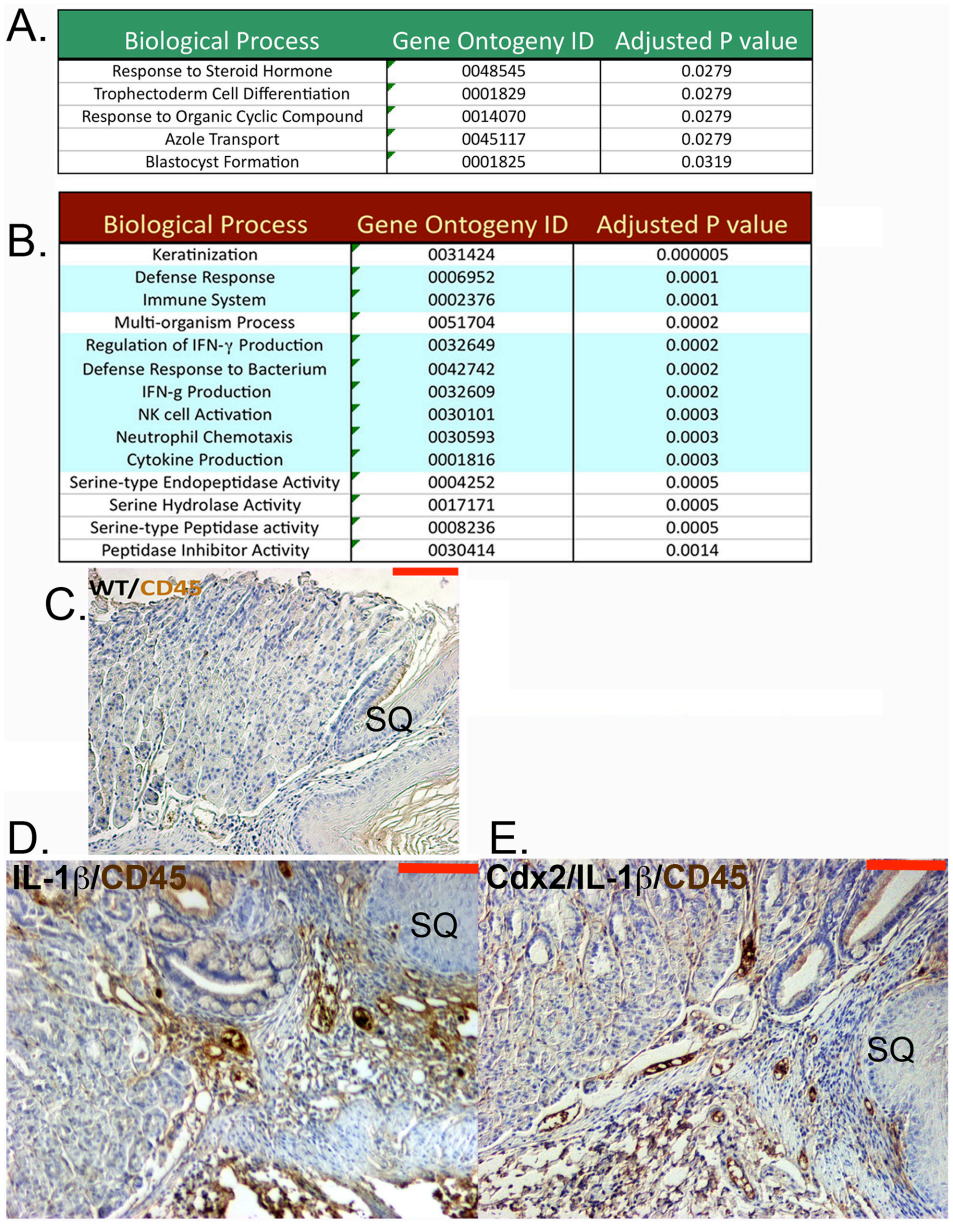
Cdx2 overexpression in *L2-IL-1β* transgenic mice leads to downregulated myeloid cell genes in the SCJ metaplastic nodules but no effect on CD45+ cell infiltration An Affymetrix microarray analysis of gene expression in the SCJ nodules from *K14-Cdx2::L2-IL-1β* mice and *L2-IL-1β* mice was performed. **A.** Green box: A partial list of the gene function annotation using DAVID bioinformatic resources of the 47 genes whose expression is increased in *K14-Cdx2::L2-IL-1β* mice with a *p* < 0.05. **B.** Red Box: A partial list of the gene ontogeny analysis of the 152 genes diminished in *K14-Cdx2::L2-IL-1β* mice compared to *L2-IL-1β* mice with a *p* < 0.05. Green shading highlights immune or inflammation associated processes. **C–E.** Immunohistochemistry for CD45+ cells at the SCJ from 12-month DCA treated mice. (C) Non-transgenic WT mice, (D) *L2-IL-1β* mice, and (E) *K14-Cdx2::L2-IL-1β* mice (X200 magnification, red bar = 50 μm).

**Table 1:** Abbreviated list of genes whose mRNA levels were significantly different

Gene Symbol	Gene Name	Fold-Change	*p*-value
Sycn	Syncollin	13.5724	0.00640984
Cdhr5	Cadherin-related family member 5	7.18268	0.0117104
Cdx2	Caudal type homeobox 2	6.622	0.000418314
Ifi27l2b	Interferon, alpha-inducible protein 27 like 2B	6.07215	0.00849458
Far2	Fatty acyl CoA reductase 2	5.33113	0.00304483
Mir145	mIR-145	3.99754	0.0115672
Lce1k	Late cornified envelope 1K	3.73066	0.0275127
Krt79	Keratin 79	3.71593	0.0108772
P2ry2	Purinergic receptor P2Y, G-protein coupled 2	−2.08968	0.00444745
Pglyrp1	Peptidoglycan recognition protein 1	−2.12096	0.0136792
Il23a	Interleukin 23, alpha subunit p19	−2.13829	0.00144615
Gzmb	Granzyme B	−2.14237	0.00477608
Selplg	Selectin, platelet (p-selectin) ligand	−2.1509	0.010656
Il27ra	Interleukin 27 receptor, alpha	−2.18232	0.000621474
Ptpn22	Protein tyrosine phosphatase, non-receptor type 22 (lymphoid)	−2.19618	0.00301512
Stap1	Signal transducing adaptor family member 1	−2.24255	0.0120524
Blk	B lymphoid kinase	−2.29922	0.00536239
Il2rb	Interleukin 2 receptor, beta chain	−2.33622	3.26E-05
Cd3e	CD3 antigen, epsilon polypeptide	−2.44474	0.0169952
Nox1	NADPH oxidase 1	−2.61431	0.00624271
Mmp9	Matrix metallopeptidase 9	−2.62158	0.0227285
Clec4e	C-type lectin domain family 4, member e	−2.67522	0.00210464
Defb14	Defensin beta 14	−2.72681	0.0271445
Lcn2	Lipocalin 2	−2.76479	0.00137978
Il17c	Iinterleukin 17C	−2.77006	0.050003
Csf3r	Colony stimulating factor 3 receptor (granulocyte)	−2.8235	0.0185792
Il17a	Interleukin 17A	−2.87594	0.00287537
Cxcr6	Chemokine (C-X-C motif) receptor 6	−3.08408	0.0097923
Pglyrp4	Peptidoglycan recognition protein 4	−3.14416	0.00447996
Ifitm1	Interferon induced transmembrane protein 1	−3.21242	0.00218518
S100a8	S100 calcium binding protein A8 (calgranulin A)	−3.28772	0.000840821
S100a9	S100 calcium binding protein A9 (calgranulin B)	−3.73631	0.000837659
Defb3	Defensin beta 3	−3.94574	0.000132201
Wfdc12	WAP four-disulfide core domain 12	−3.96555	0.0344597
Olfm4	Olfactomedin 4	−3.96623	0.0137842
Ifi202b	Interferon activated gene 202B	−5.07291	0.00164929
Akr1c18	aldo-keto reductase family 1, member C18	−10.1761	0.0246727
Uox	Urate oxidase	−14.9333	0.00691962

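Among the genes of Table 1, lipocalin 2 (Lcn2), an antimicrobial protein of neutrophils and epithelium, fell from a log2 intensity of 11.92 ± 0.08 (SD, n = 3) in *L2-IL-1β* nodules to 10.45 ± 0.31 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* nodules (log2 fold change -1.47, adjusted p = 0.027, limma). Olfactomedin 4 (Olfm4) fell by 1.99 (adjusted p = 0.027), the chemokine receptor gene Cxcr6 by 1.62 (adjusted p = 0.048) and the interleukin 2 receptor gene Il2rb by 1.22 (adjusted p = 0.0063). Of the 38 genes of the table, 30 passed an adjusted p under 0.10, 7 of the 8 listed as higher and 23 of the 30 listed as lower. The 8 that did not pass were Lce1k (adjusted p = 0.14), Cd3e (adjusted p = 0.103), Mmp9 (adjusted p = 0.12), Defb14 (adjusted p = 0.14), Il17c (adjusted p = 0.20), Csf3r (adjusted p = 0.11), Defb3 (adjusted p = 0.16) and Ifi202b (adjusted p = 0.13). SAM rebuilt from the deposited values called all 38 at 2-fold and a false discovery rate under 10%. In all 38 genes the samples of the genotypes did not overlap (exact permutation test, p = 0.10 for each, the smallest that 3 against 3 allow), where chance gives 10% of genes. The table was chosen on these samples, so this is not independent evidence. Selplg and Wfdc12 have another, dimmer probe set each that did not pass (log2 fold changes of -0.40 and -0.61).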

Determined by Affymetrix microarray analysis of SCJ metaplasia isolated from *K14-Cdx2::L2-IL-1β* and *L2-IL-1β*. *n*=3 biological replicates for each, with *p*≤0.05 for each listed gene.

A gene ontogeny analysis of genes whose expression was diminished in the double transgenic mice revealed a number of defense and immune response pathways significantly associated (*p* values ≥ 0.0005) with the 152-gene list (Figure 7B). In particular, there were several genes reduced whose products are associated with immature myeloid cells, including IL-17a, IL-17c, IL-23a, S100A8, S100A9, and Csf3r (Colony stimulating factor 3 receptor-granulocytes), as well as reductions in Granzyme B and a number of serine proteases suggestive of cytotoxic T cells (Table 1). 

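Of the 99 named genes at least 2-fold lower in *K14-Cdx2::L2-IL-1β* nodules at an adjusted p under 0.10, 22 were among the 253 members of the immune lists (22.2%, against 1.03% of all 24647 named genes; Fisher's exact test, one-sided, adjusted p = 2.4e-22). Among them were Pdcd1 (PD-1), which fell by 1.83 on the log2 scale (standard error 0.13, adjusted p = 0.0092, limma), and Tnfrsf9 (4-1BB), which fell by 1.91 (standard error 0.17, adjusted p = 0.020), both receptors of activated T cells. Of 13 costimulatory and checkpoint receptors, 3 were lower (Pdcd1, Tnfrsf9 and Havcr2), none was higher and 10 did not pass (5 lower when adjusted over the list alone), with an adjusted p of 0.000747 by camera (adjusted p = 0.263 with an estimated correlation). Of 22 genes that NF-κB induces, 4 were lower, none was higher and 18 did not pass (11 lower when adjusted over the list alone), with a median log2 fold change of -0.37 (adjusted p = 2.24e-07 by camera, adjusted p = 0.175 with an estimated correlation). Il1b, the mouse gene and an NF-κB target, fell by 1.61 (standard error 0.28, adjusted p = 0.070). All 4 keratins of stressed squamous epithelium (Krt6a, Krt6b, Krt16 and Krt17) were lower, also when adjusted over the list alone, with a median of -0.91 (adjusted p = 9.63e-07 by camera, adjusted p = 0.224 with an estimated correlation). Of 15 small proline-rich genes of the cornified envelope, 4 were lower, none was higher and 11 did not pass (9 lower when adjusted over the list alone; list adjusted p = 2.21e-07 by camera, adjusted p = 0.255 with an estimated correlation). Of 23 serine proteases of squamous epithelium, 10 were lower, none was higher and 13 did not pass (15 lower and 2 higher when adjusted over the list alone), with a median of -0.47 (adjusted p = 9.28e-10 by camera, adjusted p = 0.255 with an estimated correlation). Of 22 core squamous genes, 3 (Krt14, Pkp3 and Sfn) were lower, none was higher and 19 did not pass (6 lower when adjusted over the list alone), with a median of -0.22 (adjusted p = 6.05e-06 by camera, adjusted p = 0.263 with an estimated correlation). Squamous lists together held 13 of the 99 genes at least 2-fold lower (adjusted p = 2.83e-15) and the epithelial defence list 6 (adjusted p = 7.91e-09), and none of these shares is independent evidence, since Table S1 had been read when the lists were written.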

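The alarmin genes S100a8 and S100a9 and the interleukin genes Il17a and Il23a fell in *K14-Cdx2::L2-IL-1β* nodules. S100a9 had a log2 fold change of -1.90 (standard error 0.12, adjusted p = 0.0069, limma), S100a8 of -1.72 (standard error 0.16, adjusted p = 0.021), Il17a of -1.52 (standard error 0.19, adjusted p = 0.042) and Il23a of -1.10 (standard error 0.12, adjusted p = 0.029). Granzyme B (Gzmb), a serine protease of cytotoxic granules, had a log2 fold change of -1.10 (standard error 0.16, adjusted p = 0.052). Il17c (log2 fold change -1.47, standard error 0.42, adjusted p = 0.20) and Csf3r (log2 fold change -1.50, standard error 0.31, adjusted p = 0.11) did not pass, though their samples did not overlap between genotypes. Of 31 genes of neutrophils and their precursors, 11 were lower, none was higher and 20 did not pass (20 lower when adjusted over the list alone), with a median of -0.67 (adjusted p = 8.18e-13 by camera, adjusted p = 0.175 with an estimated correlation). Stefin A3 (Stfa3) fell by 2.00 (adjusted p = 0.021), the C-type lectin gene Clec4e by 1.42 (adjusted p = 0.034) and Trem1 by 1.06 (adjusted p = 0.027), while myeloperoxidase (Mpo) had a log2 fold change of 0.14 (adjusted p = 0.54). Of 23 genes of cytotoxic T and NK cells, 5 (Gzmb, Il2rb, the NK receptor genes Klrc1 and Klrd1, and Cst7, which was named after its values were seen) were lower, none was higher and 18 did not pass (6 lower when adjusted over the list alone). The cytotoxic list had a median of -0.05 (adjusted p = 0.0232 by camera, adjusted p = 0.255 with an estimated correlation, 0.095 without sample 52542, from 0.00886 to 0.255 over all alternatives). Of the serine proteases, Tmprss11d (log2 fold change -1.28, adjusted p = 0.020) and Tmprss4 (log2 fold change -0.69, adjusted p = 0.042) of epithelium were also lower. The 6 myeloid genes of the claim were chosen on these samples, and their counts (4 lower and 2 not passing, or 6 lower when adjusted over the list alone; adjusted p = 6.13e-10 by camera, adjusted p = 0.175 with an estimated correlation) are not independent evidence. Il23a and Gzmb were not called without sample 52541 (adjusted p = 0.101 and 0.164), 52543 (adjusted p = 0.152 and 0.240), 52544 (adjusted p = 0.129 and 0.102) or 52545 (adjusted p = 0.105 and 0.152), and Csf3r passed in 3 of 13 refits with limma (adjusted p from 0.082 to 0.351). Over the alternatives the log2 fold change stayed between -1.18 and -0.99 for Il23a and between -1.25 and -0.98 for Gzmb.

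**Figure D2:**
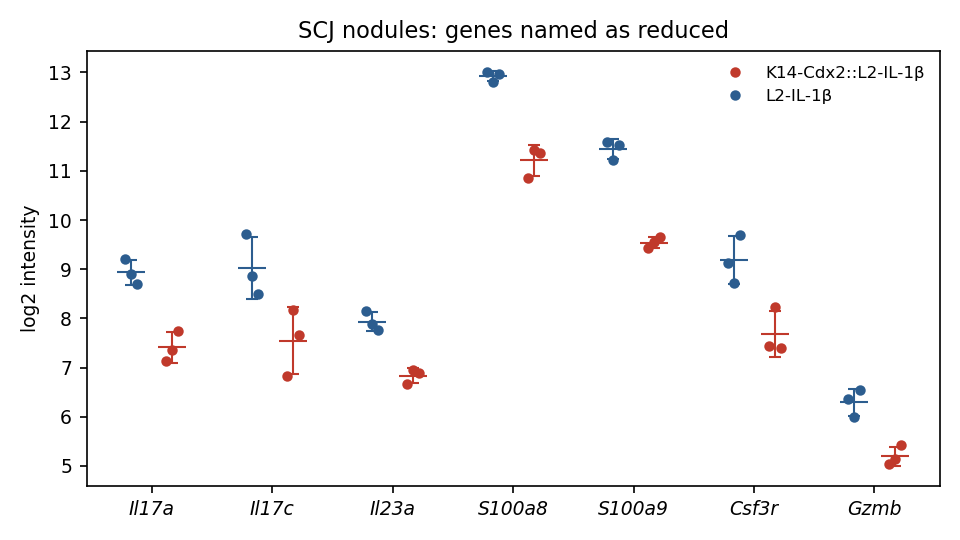
Log2 intensity of 7 genes in each sample of *K14-Cdx2::L2-IL-1β* nodules (red) and *L2-IL-1β* nodules (blue), with the mean and SD of the 3 samples of a genotype. For each gene every *K14-Cdx2::L2-IL-1β* sample lies below every *L2-IL-1β* sample.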

We had previously established that the inflammation in the esophagus and systemic IL-6 levels were no different between the two transgenic lines. To explore whether the inflammatory infiltrate at the SCJ was diminished in *K14-Cdx2::L2-IL-1β* mice, we stained for CD45+ infiltrating inflammatory cells. We found that both *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice maintained a brisk CD45+ immune cell infiltration at the SCJ junction as compared to normal WT littermates (Figure 7C, 7D, and 7E). Therefore, while the microarray results suggest there may be significant alterations in a subset of myeloid cells in the developing metaplasia, the broader increased inflammatory response is intact in the *K14-Cdx2::L2-IL-1β* mice.

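The gene of CD45, Ptprc, had a log2 intensity of 8.51 ± 0.54 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* and 9.31 ± 0.15 (SD, n = 3) in *L2-IL-1β* nodules (log2 fold change -0.80, standard error 0.26, adjusted p = 0.25, limma), so its difference did not pass the test. Of 18 genes shared by all leukocytes, 3 (Cd53, Cd37 and Was) were lower, none was higher and 15 did not pass (14 lower when adjusted over the list alone), and all 18 log2 fold changes were below 0, with a median of -0.43 (adjusted p = 5.45e-10 by camera, adjusted p = 0.255 with an estimated correlation). Among myeloid cells, no gene of 20 of monocytes and macrophages passed over all probe sets with limma, and none was called by SAM rebuilt (5 at an unadjusted p under 0.05, 1 lower when adjusted over the list alone). This list had a median of -0.08 (adjusted p = 0.0895 by camera), and was called without sample 52541 (adjusted p = 0.000102) or 52543 (adjusted p = 0.048). The granulocyte antigen gene Ly6g, one of the Gr-1 antigens, fell by 0.59 (standard error 0.11, adjusted p = 0.081), while Ly6c2 had a log2 fold change of -0.66 (standard error 0.13, adjusted p = 0.1003) and the CD11b gene Itgam of -0.53 (standard error 0.17, adjusted p = 0.26), and neither passed. Of 17 genes of dendritic cells and antigen presentation, 2 (H2-Eb1 and Flt3) were lower, none was higher and 15 did not pass (7 lower when adjusted over the list alone; median -0.23, adjusted p = 1.34e-05 by camera, adjusted p = 0.278 with an estimated correlation). Of 22 T cell genes, 2 (Zap70 and Cd5) were lower, none was higher and 20 did not pass (6 lower when adjusted over the list alone; median -0.06, adjusted p = 0.0182 by camera, adjusted p = 0.523 with an estimated correlation, 0.18 without sample 52542, from 0.000662 to 0.523 over all alternatives). Of 16 genes of B and plasma cells, 1 (Fcer2a) was higher, none was lower and 15 did not pass (1 higher when adjusted over the list alone; median 0.13, adjusted p = 0.069 by camera, 0.044 without sample 52541). From the microarray the paper proposes that a subset of myeloid cells may be altered in the developing metaplasia, and from the CD45 staining (Figure 7C, 7D and 7E) it concludes that the broader inflammatory response is intact.

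**Figure D3:**
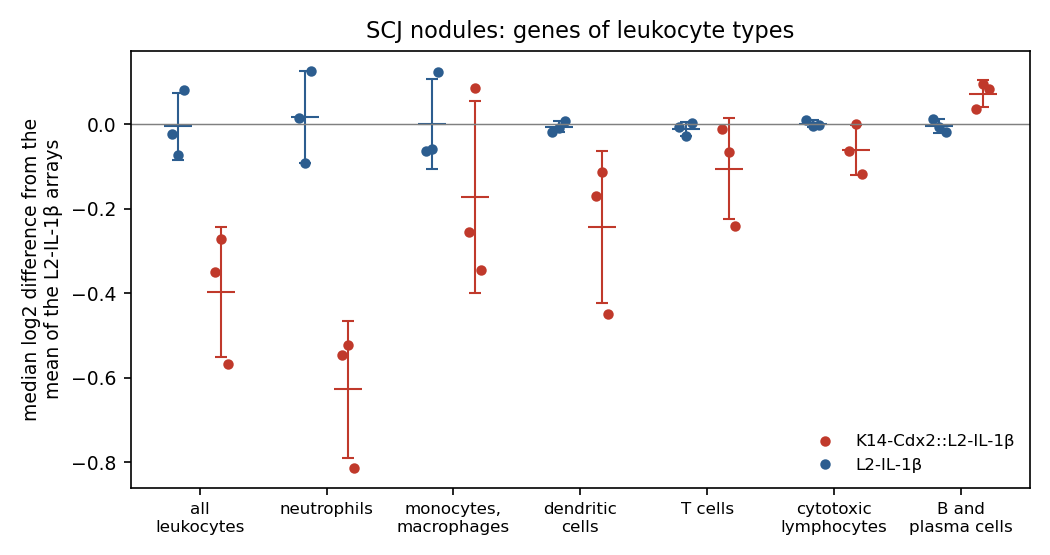
Median log2 difference of the genes of each list from the mean of the *L2-IL-1β* samples, for each sample of *K14-Cdx2::L2-IL-1β* nodules (red) and *L2-IL-1β* nodules (blue), with the mean and SD of the 3 samples of a genotype. The neutrophil list lies at -0.54, -0.52 and -0.81 in the *K14-Cdx2::L2-IL-1β* samples, and the monocyte and macrophage list at -0.25, 0.09 and -0.35.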

### Immature myeloid cells are diminished in the *K14-Cdx2::L2-IL-1β* mice

To gain a clearer understanding of how the *K14-Cdx2* transgene is altering the nature of the inflammatory response in the *L2-IL-1β* mice, we carefully characterized immune cell populations infiltrating the esophagus and SCJ metaplasia by flow cytometry. Levels of T-cells (CD4, CD8), B-cells (B220), dendritic cells (CD11c), natural killer (NK) cells (CD49b) were not altered by the *K14-Cdx2* transgene in either the SCJ metaplasia or esophagus (Figure 8A and 8B; *n* = 5 mice for each genotype, *p* > 0.05).

**Figure 8:**
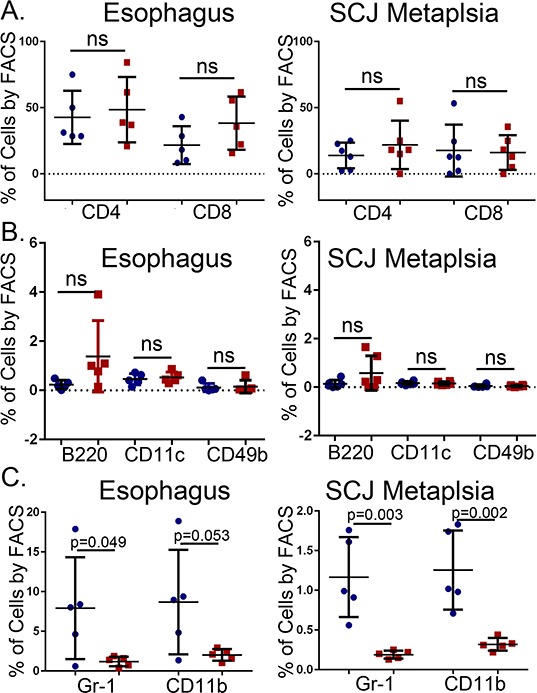
No changes in the numbers of infiltrating T-cells, B-cells, dendritic cells, and natural killer (NK) cells but a reduction in Gr-1+ and CD11b+ cells in the esophagus and SCJ metaplasia of *K14-Cdx2::L2-IL-1β* transgenic mice Immune cell subpopulations in the esophagus and the nodular metaplasia were examined by flow cytometry. We quantified levels of T cells (CD4^+^, CD8^+^), B cells (B220^+^), dendritic cells (CD11c^+^), natural killer (NK) cells (CD49b^+^), granulocytes (Gr-1^+^) and monocytes (CD11b^+^). All cells were 7AAD^−^ and CD45^+^ in addition to the specific cell surface marker. **A–B.** Graphical representation of multiple FACS measures from 5 mice for each cell type. Blue circle: *L2-IL-1β* mice. Red squares: *K14-Cdx2::L2-IL-1β* transgenic mice. The flow cytometry percentages were Log transformed for statistical analysis (*p* values determined by unpaired two-tailed *T*-test, ns : non-significant, *p* > 0.05).

There were greater changes in other subpopulations. Cell surface markers for granulocytes (Gr-1) and monocytes (CD11b) appeared to be significantly diminished in the *K14-Cdx2::L2-IL-1β* mice, by 4 to 8-fold in both the esophagus (*p* = 0.049 and *p* = 0.053, respectively *n* = 5 mice each genotype) and the SCJ metaplasia (*p* = 0.003 and *p* = 0.002, respectively, *n* = 5 mice each genotype) (Figure 8C), suggesting this effect was systemic and not confined to the SCJ. Both of these markers can also be co-expressed on immature myeloid cell populations [12]. Surprisingly, the majority of CD11b+ and Gr-1+ cells were in fact double positive, consistent with these cells representing an immature myeloid population (Figure 9). This population was described previously in the *L2-IL-1β* mice [7], but their importance for the development of the SCJ metaplasia was not evident. We do not know when these CD11b^+^Gr-1^+^ cells are first present but we have detected them at 9 months (data not shown) and Quante et. al. reported them in 6 month old mice [7], before the onset of the SCJ metaplasia.

**Figure 9:**
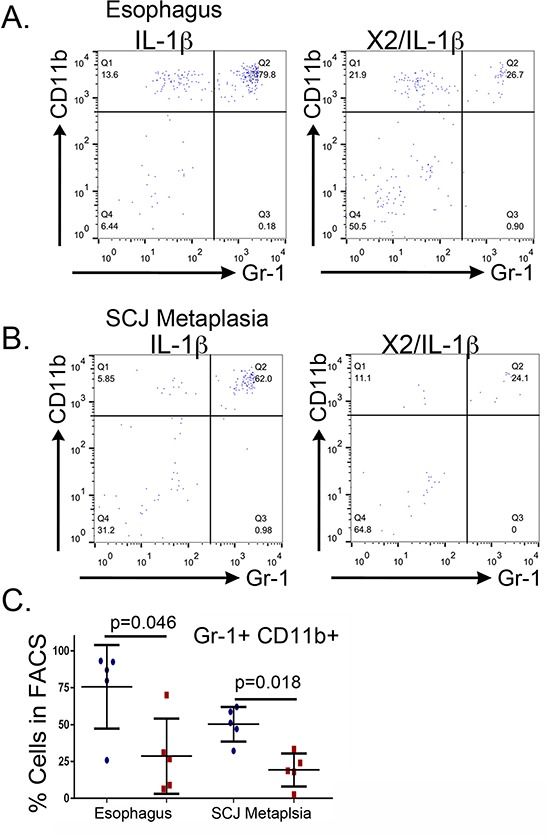
Reduced metaplasia is associated with depletion of *CD11b^+^Gr-1^+^* double-positive cells in the esophagus and SCJ metaplasia of *K14-Cdx2::L2-IL-1β* transgenic mice We quantified levels of the double-positive CD11b^+^Gr-1^+^ in the esophagus and SCJ metaplasia. All cells were 7AAD^−^and CD45^+^ in addition to the specific cell surface marker. **A, B.** A sample FACS experiment demonstrating the significant reduction in CD11b^+^ Gr-1^+^ double positive cells within the infiltrating CD45^+^ population of the (B) esophagi and **C.** SCJ metaplasia of *K14-Cdx2::L2-IL-1β* mice when compared to *L2-IL-1β* mice, one of 5 experiments shown. (C) Graphical representation of multiple FACS measures from the esophagus and SCJ metaplasia of 3 to 5 *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice each. Blue circle: *L2-IL-1β* mice. Red squares: *K14-Cdx2::L2-IL-1β* transgenic mice. The flow cytometry percentages were Log transformed for statistical analysis (*p* values determined by unpaired two-tailed *T*-test, ns : non-significant, *p* < 0.05) and graphing.

CD11b^+^Gr-1^+^ immature myeloid cells originate in the bone marrow in response to factors secreted by tissues and tumors. They have been implicated in enhancing tumor growth in the breast, colon, and pancreatic cancers [11, 12], but have not been described in precancerous conditions previously. These immature myeloid cells can enhance tumorigenesis by several mechanisms, including inhibition of tumor cell immune surveillance (mediated by cytotoxic T-cells), enhancement of angiogenesis, and the overall promotion of tumor cell survival [11, 12]. Immature myeloid cells can belong to either the monocytic or granulocytic lineages [18]. To determine which lineage these cells belonged we examined for the expression of Ly-6C and Ly-6G in CD11b+ cells. Monocytic lineages are Ly-6G^−^ Ly-6C^Hi^ whereas granulocytic lineages are Ly-6G^+^ and Ly-6C^Lo/+^. We found the CD45^+^CD11b^+^ cells from esophagus and SCJ metaplasia of the *L2-IL-1β* mice were Ly-6G^+^ and Ly-6C^+^ (Figure 10A, 10B), which is consistent with a granulocytic lineage as previously described [12]. Moreover, these cells are largely lost in the double transgenic *K14-Cdx2/L2-IL-1β* mice (*n* = 3 mice for each genotype) (Figure 10A, 10B). As an additional confirmation of their lineage, we performed intracellular staining for myeloperoxidase (MPO), a lysosomal enzyme abundantly expressed in neutrophil granulocytes. CD45^+^CD11b^+^Gr-1^+^ cells from the SCJ metaplasia strongly express MPO, in contrast to the CD45^+^CD11b^+^Gr-1^−^ and CD45^+^CD11b^−^Gr-1^−^ populations from the same tissue (Figure 10C). Lastly, immature granulocytes are also known as band cells due to their distinct densely staining and unsegmented nucleus [19]. We isolated CD45^+^CD11b^+^Gr-1^+^ cells by FACS, pelleted, fixed, sectioned and stained them for histologic analysis. Morphologically these cells possess the classic prominent, unsegmented nuclei of band cells (Figure 10D), further establishing their identity as an immature granulocytic cell population.

**Figure 10:**
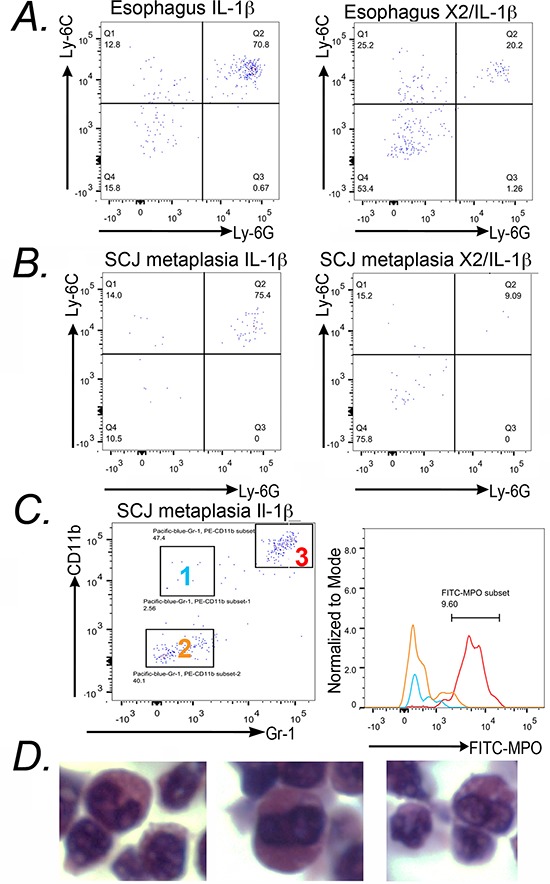
CD11b+/Gr-1+ cells from L2-IL-1β mice express cell surface and intracellular markers that identify them as immature granulocytes **A.** 7AAD^−^CD45^+^CD11b^+^ cells from the esophagus were stained with anti-Ly-6G and anti-Ly-6C for FACS analysis. The majority of CD11b+ cells are positive for both antigens. *n* = 3 mice studied. **B.** Similar findings in the FACS analysis for Ly-6G and Ly-6C expression in 7AAD^−^CD45^+^CD11b^+^ cells isolated from the SCJ metaplasia of *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice. As before, the majority of CD11b+ cells are Ly-6G^+^/Ly-6C^+^ and the levels of these double-positive cells are diminished in the SCJ metaplasia of *K14-Cdx2::L2-IL-1β* mice. *n* = 3 mice studied. **C.** Dot-plots from FACS analysis indicated 3 subpopulations of CD45^+^ cells with anti-CD11b and anti-Gr-1 staining. Relative intracellular staining for MPO in each subset of cells was determined and plotted on a histogram. Plots represent the intracellular staining of MPO in Group 1 (CD45^+^CD11b^+^Gr-1^−^ cells: Blue line), Group 2 (CD45^+^CD11b^−^Gr-1^−^: Yellow line) and Group 3 (CD45^+^CD11b^+^Gr-1^+^ : Red line). *n* = 3 mice studied. **D.** Hematoxylin and Eosin staining of pelleted 7AAD^−^CD45^+^Gr-1^+^CD11b^+^ cells isolated from an *L-2-IL-1β* transgenic mouse.

Two key properties of the tumor-promoting CD45^+^CD11b^+^Gr-1^+^ cell population is that they emerge from the bone marrow, and therefore are a systemic response and not tissue-specific, and that they possess immune-suppressor properties (specifically T-cell suppression) [12, 18]. To determine if these cells exist beyond the esophagus and SCJ metaplasia, we isolated CD45^+^CD11b^+^Gr-1^+^ cells from the esophagus and the spleen and again assayed for intracellular MPO levels. We observed abundant MPO protein in the CD45^+^CD11b^+^Gr-1^+^ cell population from both organs, and little MPO in the other control cell populations (Figure 11A and 11B), suggesting they are identical cell types. Moreover, the presence of these cells in the spleen indicates this is a systemic response, not one localized to the esophagus and SCJ metaplasia.

**Figure 11:**
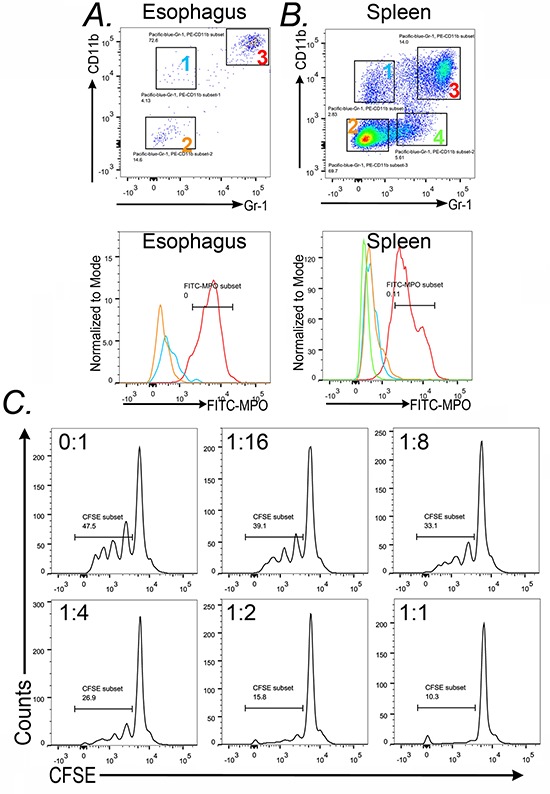
CD11b+Gr-1+ from the spleen and esophagus of *L-2-IL-1β* mice also express MPO+ (Myeloperoxidase) and can suppress CD4+ T-cell proliferation Dot-plots from FACS analysis of **A.** esophagi and **B.** spleen of *L2-IL-1β* mice illustrate the gating of the subpopulations analyzed. In the esophagus there are three populations-group 1 (blue): Gr-1^−^ CD11b^+^, group 2 (yellow): Gr-1−CD11b− and group 3 (Red): CD11b^+^Gr-1^+^. FACS analysis for spleen tissue indicated 4 subpopulations including the same three as in the esophagus plus Group 4 (green) Gr-1^+^ CD11b^−^. Histogram plots represent the expression of MPO on the gated subsets Group 1 (Blue), Group 2 (Yellow), Group 3 (Red), and Group 4 (green). **C.** Splenocytes from wild-type C57Bl6 mice were prelabeled with CSFE and then cultured with anti-CD3/CD28 beads and increasing numbers of Gr-1^+^CD11b^+^ cells from *L2-IL-1b* transgenic mice. Ratio progressed from 0 (CD11b^+^Gr-1^+^ cells) : 1 (splenocytes) to as high as 1:1. CD4^+^ cell proliferation was determined by measuring cellular CFSE levels in CD3^+^/CD4^+^ cells after 72 hours. Results from one of four experiments is shown.

To assay for immune suppressor function in our CD11b^+^Gr-1^+^ cells, we performed an *in-vitro* T cell suppression assay. The assay measures the ability of CD45^+^CD11b^+^Gr-1^+^ cells to suppress CD4^+^ T-cell proliferation in response to CD3/CD28 costimulation [20]. As this assay requires significant numbers of CD45^+^CD11b^+^Gr-1^+^ cells, they were isolated from the spleens of *L2-IL-1β* mice rather than the esophagus or SCJ metaplasia. As can be observed, increasing the ratio of the CD45^+^CD11b^+^Gr-1^+^ cells to CD4^+^ T-cells led to a significant decrease in the proliferative response of the T-cells to costimulation by CD3/CD28 beads (Figure 11C). Together, these observations suggest that the CD45^+^CD11b^+^Gr-1^+^ cells, which are significantly reduced in the *K14-Cdx2/L2-IL-1β* mice, are immature granulocytes with an immune-suppressor phenotype. Given the association of CD11b^+^Gr-1^+^ cells with increased tumor growth in a number of mouse models of cancer, it raises the possibility that these cells may also contribute to metaplasia formation and expansion in the *L2-IL-1β* mouse model of Barrett's-like metaplasia.

### CD8^+^ cells are required for the increased apoptosis in the SCJ metaplasia of the *K14-Cdx2/L2-IL-1β* mice

Studies using both mouse cancer models and human subject samples have indicated that increased levels of immature myeloid cells can suppress normal CD8^+^ cytotoxic T-cell responses and thereby enhance tumor growth [11, 12, 20]. To determine if CD8^+^ T-cells are involved in the induction of apoptosis observed in the metaplasia of *K14-Cdx2::L2-IL-1b* mice, we targeted CD8^+^ cells using an antibody. 14 month-old *K14-Cdx2::L2-IL-1b* mice were injected with 200 μg of anti-mouse CD8 antibody or an isotype control antibody on days 1, 3, and 5 and sacrificed on day 6. FACS analysis of immune cell populations in the spleen, blood and esophagus demonstrated a nearly complete absence of CD8^+^ cells in the mice receiving the anti-CD8 antibody and not those mice receiving the isotype control (Figure 12). Moreover, CD4^+^ T cell levels were not affected by either treatment, attesting to the specificity of the ablation.

**Figure 12:**
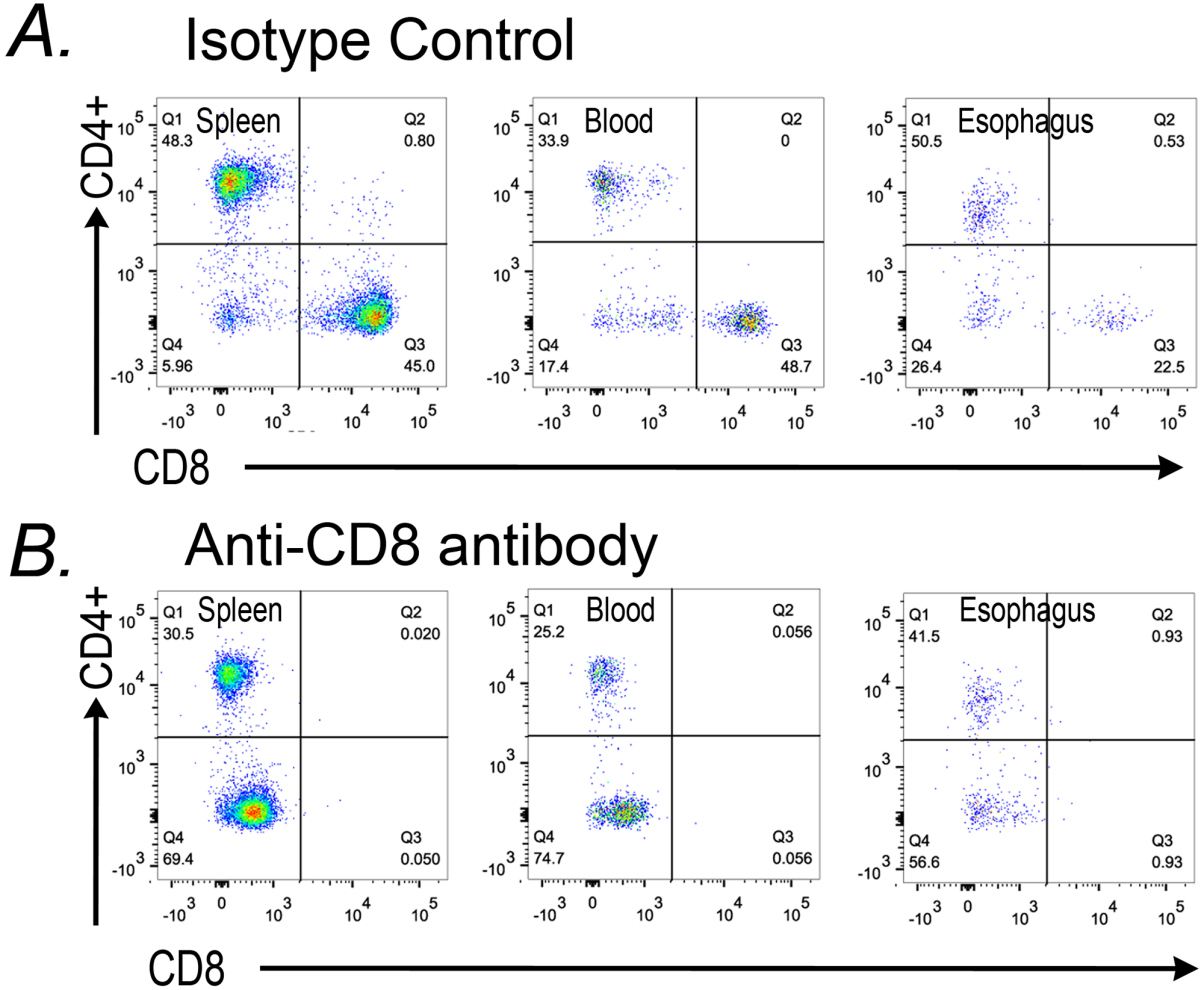
Antibody-mediated knockdown of CD8+ cells in *K14-Cdx2/L2-IL-1β* double transgenic mice *K14-Cdx2::L2-IL-1β* mice after 12 months of DCA treatment were subject to three injections with an anti-CD8 antibody or an isotype antibody control. Dot-plots from FACS analysis for CD45^+^CD8^+^ cells in the spleen, blood, and esophagus of **A.** isotype control and **B.** anti-CD8 antibody treated *K14-Cdx2::L2-IL-1β* mice. There was significant reduction in CD45^+^CD 8^+^ cells in all three tissues without an appreciable effect on CD4^+^ T-cells in those same tissues. *n* = 3 *K14-Cdx2::L2-IL-1β* mice for each condition, 6 mice total.

We then assessed the SCJ metaplasia for histologic changes with the CD8^+^ cell knockdown. Since the CD8^+^ cell knockdown was a short duration, we did not observe significant changes in metaplasia abundance or morphology (data not shown). Significantly, however, there was a near complete loss of the apoptosis previously observed at the SCJ in the *K14-Cdx2::L2-IL-1b* mice (Figure 13). Under closer examination, it can be observed that the apoptosis is reduced in the squamous forestomach as well as the adjacent SCJ metaplasia (Figure 13 inset). We conclude that the elevated apoptosis in the squamous forestomach and SCJ metaplasia of the *K14-Cdx2::L2-IL-1b* mice is due to an immune-mediated and CD8+ T-cell dependent mechanism in the *L2-IL-1β* transgenic mouse model.

**Figure 13:**
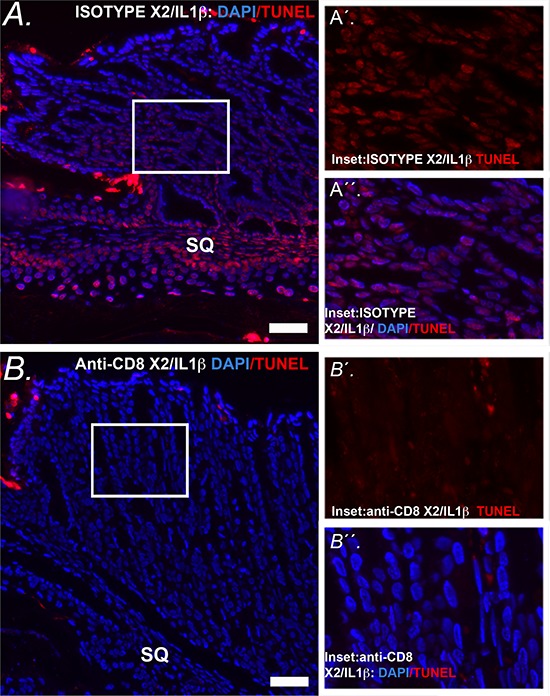
Apoptosis at the SCJ in *K14-Cdx2::L2-IL-1β* mice is lost with knockdown of CD8+ cells **A.** Representative image of combined nuclear (DAPI-blue) and TUNEL (Tetramethylrhodamine –red) at the SCJ of isotype treated *K14-Cdx2::L2-IL-1β* mice. (x200, white bar = 50 μm) SQ = squamous forestomach. **A′ inset**. Representative higher-power imaging for TUNEL staining of the apoptotic columnar metaplasia at the SCJ. **A′′ inset.** similar higher-power imaging for nuclei (DAPI-blue) and TUNEL (Tetramethylrhodamine –red). There is a highly significant TUNEL labeling of the nuclei of the glandular epithelial cells of isotype treated *K14-Cdx2::L2-IL-1β* mice *n* = 3 *K14-Cdx2::L2-IL-1β* mice for each treatment. **B.** Representative imaging of combined nuclear (DAPI-blue) and TUNEL (Tetramethylrhodamine –red) of the SCJ sections from a mouse treated with the anti-CD8 antibody demonstrating significantly reduced TUNEL+ nuclei in both the squamous and glandular compartments. (x200, white bar = 50 μm) SQ = squamous forestomach. **B′ inset.** Representative higher-power imaging demonstrating little TUNEL staining of the columnar metaplasia at the SCJ. **B′′ inset.** similar higher-power imaging for nuclei (DAPI-blue) and TUNEL (Tetramethylrhodamine –red) revealing little TUNEL labeling of the nuclei of anti-CD8 antibody treated *K14-Cdx2::L2-IL-1β* mice *n* = 3 *K14-Cdx2::L2-IL-1β* mice for each treatment.

### *K14-Cdx2::L2-IL-1b* mice have diminished expression of known regulators of CD11b^+^Gr-1^+^ cell development

We next considered how the development and localization of CD11b^+^Gr-1^+^ cells were inhibited in the *K14-Cdx2::L2-IL-1β* mice. 

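Il17a, on chromosome 1 from 20720986 to 20724577 (NCBIM37), had a log2 intensity of 7.41 ± 0.31 (SD, n = 3) in *K14-Cdx2::L2-IL-1β* and 8.93 ± 0.26 (SD, n = 3) in *L2-IL-1β* nodules. Il17c, an epithelial member of the family on chromosome 8 from 124945920 to 124947539, had 7.55 ± 0.68 (SD, n = 3) and 9.02 ± 0.62 (SD, n = 3). The neighbouring genes S100a8 and S100a9 on chromosome 3 (90472993 to 90473956 and 90496554 to 90499643) were among the brightest 10% of probe sets, S100a8 at 11.21 ± 0.31 (SD, n = 3) against 12.93 ± 0.11 (SD, n = 3) and S100a9 at 9.54 ± 0.12 (SD, n = 3) against 11.44 ± 0.20 (SD, n = 3). Of 30 antimicrobial and neutrophil-recruiting genes that IL-17 and IL-1 induce in squamous epithelium, 12 were lower, none was higher and 18 did not pass (22 lower when adjusted over the list alone). This list had a median log2 fold change of -0.65 (adjusted p = 5.98e-18 by camera, adjusted p = 0.175 with an estimated correlation). Its lower members, of which these were chosen after their values were seen, included Nfkbiz, a regulator that IL-17 induces (log2 fold change -0.63, adjusted p = 0.048, limma), and the neutrophil chemokine genes Cxcl1 (-0.49, adjusted p = 0.065) and Cxcl3 (-0.84, adjusted p = 0.072). Of 21 genes of the IL-17 and IL-23 axis and gamma-delta T cells, 8 were lower, none was higher and 13 did not pass (10 lower when adjusted over the list alone; median -0.21, adjusted p = 9.63e-07 by camera, adjusted p = 0.175 with an estimated correlation). Both lists were written after Table S1 had been read and hold genes of that table, so their counts and shifts are not independent evidence. Tcrg-V6, a T cell receptor gamma variable segment, fell by 2.08 (standard error 0.26, adjusted p = 0.041) and the interleukin 7 receptor gene Il7r by 0.90 (standard error 0.10, adjusted p = 0.027). S100a9 remained called without any 1 of the 6 samples, S100a8 was lost without 52543 (adjusted p = 0.15) or 52545 (adjusted p = 0.11), and Il17a was lost without 52541 (adjusted p = 0.14), 52543 (adjusted p = 0.18), 52544 (adjusted p = 0.14) or 52545 (adjusted p = 0.11). Over all alternatives the log2 fold change stayed between -1.82 and -1.54 for S100a8 and between -1.69 and -1.38 for Il17a. Il17c did not pass in any of the 13 refits with limma (adjusted p from 0.149 to 0.502) but was called by SAM rebuilt.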

We re-examined the microarray data and identified cytokines IL-17a and 17c, and the immune modulatory S100A8 and S100A9 (Calgranulin-A and B) as being significantly diminished in the SCJ metaplasia (Table 1). All three factors have been demonstrated as key regulators promoting the development and release of immature myeloid CD11b^+^Gr-1^+^ lineage from the bone marrow [18, 21, 22]. Moreover, three of them, IL-17c, S100A8 and S100A9, are known to be expressed by squamous epithelium including the esophagus [23–27]. Quantitative PCR analysis of the expression of these genes in *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice confirms a strong reduction of their mRNA levels in both the esophagus and SCJ nodular metaplasia in *K14-Cdx2::L2-IL-1β* mice (Figure 14A). IL-17a mRNA levels were most significantly reduced, by 6-fold (*p* = 0.013 and = 0.036, respectively; *n* = 3), while IL-17c levels were reduced by 60% to 50% of control levels (*p* = 0.036 and = 0.164; *n* = 3), and S100A9 mRNA levels were reduced by 5 and 2-fold, respectively (*p* = 0.018 and = 0.049; *n* = 3). In support of this, we performed immunohistochemistry for S100A9 protein in the esophagi from both *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* transgenic mice. S100A9 protein is detected more abundantly in the squamous epithelium of *L2-IL-1β* when compared to *K14-Cdx2::L2-IL-1β* mice (Figure 14B). Additionally, S100A9 expressing cells were also much more abundant in the inflammatory cells infiltrating the submucosa of the *L2-IL-1β* mice than the *K14-Cdx2::L2-IL-1β* transgenic mice. Together with the qPCR data, we conclude that IL-17 and S100A8/A9 expression is diminished in the esophagi of *K14-Cdx2::L2-IL-1β* transgenic mice. Moreover, it suggests that the observed reduction in metaplasia development at the SCJ of *K14-Cdx2::L2-IL-1β* mice may be due to this diminished expression, as these proinflammatory signals are known to be required for the emergence of the CD8-suppressing CD11b^+^Gr-1^+^ immature myeloid cells [18, 21, 22].

**Figure 14:**
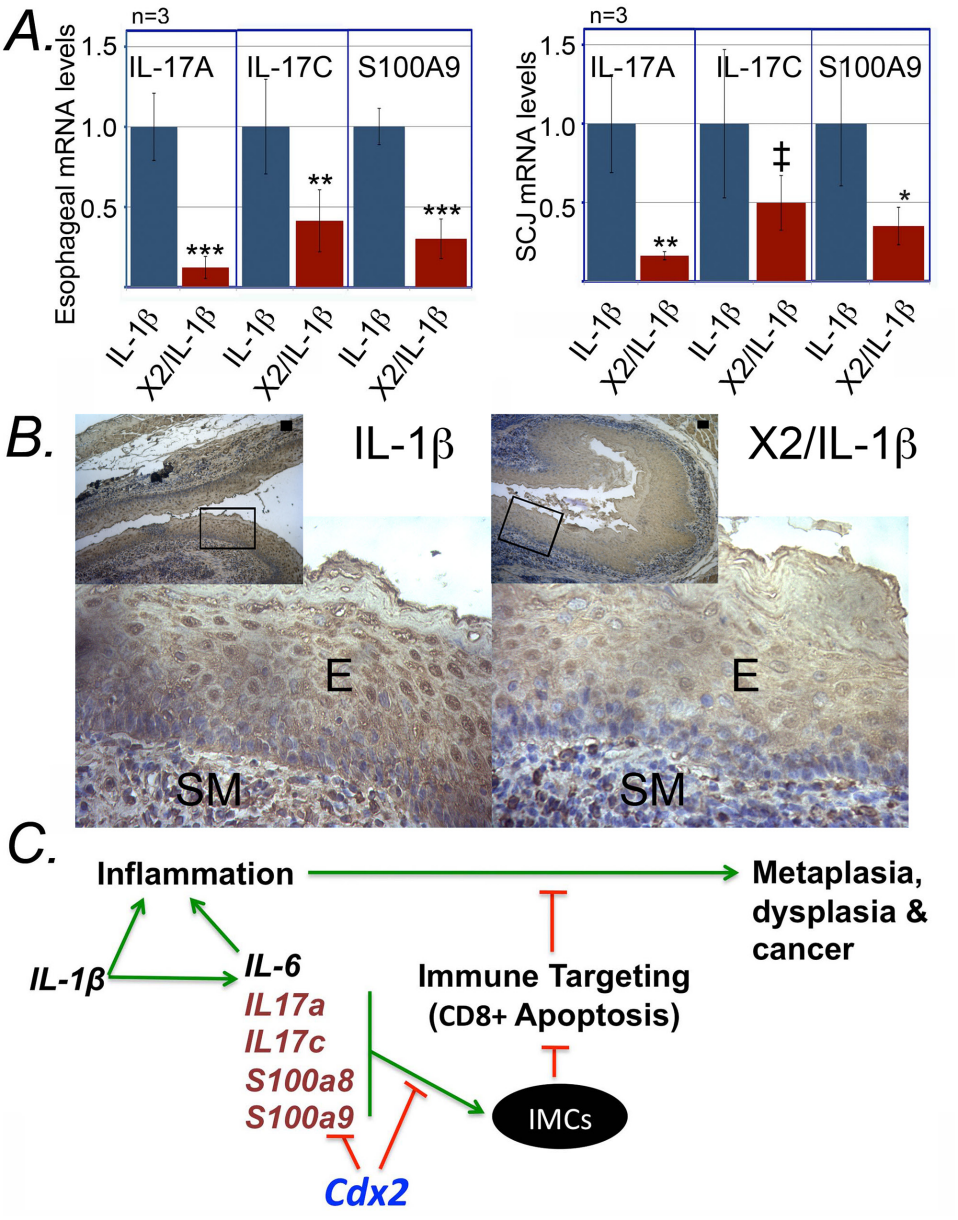
*K14-Cdx2::L2-IL-1β* transgenic mice have reduced expression of key regulators of immature myeloid cell inducers IL-17 and S100A8/a9 **A.** Relative IL-17A, IL-17C and S100A9 expression from esophageal and SCJ metaplasia tissues of *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice. *n* = 3 mice in each group. Error bars display standard deviations; *p* values based on one-sided student *T*-testing comparing gene expression in *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice; ‡ *p* = 0.164; *p = 0.049; **p = 0.036; ***p ≤ 0.018; *n* = 3 animals for each genotype, with each sample assayed in triplicate. **B.** Immunostaining for S100A9 in esophagi of *L2-IL-1β* and *K14-Cdx2::L2-IL-1β* mice. E; squamous epithelium; SM: submucosa. *n* = 3 mice in each group. **C.** Model for the onset of metaplasia in *L2-IL-1β* mice, and its inhibition in *K14-Cdx2::L2-IL-1β* mice. IMC: immature myeloid cells; Green arrows-enhancing activity, red lines-inhibitory function.

## DISCUSSION

Our understanding of the mechanisms driving the development of Barrett's esophagus and its progression to esophageal adenocarcinoma has been limited by the paucity of animal models of these conditions. The development of the *L2-IL-1β* transgenic mouse model for intestinal metaplasia [7] has been a significant advance, and the studies we report here demonstrate the importance of animal models in advancing our understanding of disease mechanisms. Currently, the pathogenesis of Barrett's esophagus is thought to be a response to the chronic inflammation and injury from repeated gastric acid and bile acid reflux into the esophagus [4, 28]. The strength of the *L2-IL-1β* transgenic mouse as a model of BE and progression to EAC is that it is 1) dependent upon chronic esophageal inflammation, 2) that the metaplasia, which mimics BE at the level of morphology and gene expression, occurs at the SCJ as it does in BE, and 3) that bile acids can both accelerate disease progression and enhance intestinalization. Given this strength, our studies which elucidate a novel mechanism driving the onset of the metaplasia in these mice takes on even greater significance, providing new avenues of exploration for the human disease.

It is interesting to note that although conceptual models for the development of BE have for many years emphasized the role of reflux injury and inflammation in the development of the metaplasia, surprisingly few studies have deeply explored the inflammation and inflammatory cells associated with disease onset and progression. Proinflammatory cytokines including IFN-γ, IL-1β, IL-6, and IL-8, are expressed by epithelial cells in response to acid and bile reflux and drive the influx of a variety of proinflammatory cells including neutrophils, eosinophils, mast cells, macrophages as well as the adaptive immunity T and B cells [29, 30]. In the esophagus, activation of a T_H_1 pro-inflammatory response, characterized by production of interferon (IFN)-γ, is typical for acid reflux esophagitis [31]. Progression to BE is accompanied by a shift in cytokine expression patterns, including increased levels of interleukin IL-4, IL-5, IL-10, and IL-13, which are hallmarks of a T_H_2 humoral immune response [31–33]. Associated with this shift in cytokine patterns is a change in the infiltrating immune cells, with a reduction in macrophages in favor of T_H_2 associated plasma cells [34]. More recently, it was demonstrated that myeloid and plasmacytoid dendritic cells are recruited during the esophageal metaplasia-dysplasia-carcinoma sequence [35]. In the same report, it was demonstrated that cord-blood derived myeloid dendritic cells, when co-cultured with Barrett's esophagus and esophageal adenocarcinoma cell lines, displayed an immune tolerogenic behavior. This has direct bearing on our novel and important findings.

In humans, Cdx2 is expressed in BE and can be detected very early in the disease process, in the setting of reflux esophagitis [36, 37]. We anticipated that crossing our previously described *K14-Cdx2* mice with the *L2-IL-1β* transgenic mice might yield a more advanced, aggressive intestinal metaplasia. However, the opposite result was obtained. In our exploration of the mechanism for this protection, we eliminated trivial possibilities, such as Cdx2 expression reducing esophageal IL-1β levels and systemic inflammation, or that Cdx2 expression reduced cell proliferation, thereby limiting metaplasia formation. In contrast, we clearly demonstrate a very novel mechanism, that Cdx2 expression is associated with an increase in CD8^+^ cell-dependent apoptosis in the developing metaplasia. We demonstrate a very significant reduction in a subpopulation of immature myeloid cells with immune suppressor properties, known by the cell surface marking CD45^+^CD11b^+^Gr-1^+^. Based on the literature regarding these immature myeloid cells [12, 18], their loss or disruption *in vivo* typically leads to enhanced immune-mediated disruption of tumor growth, often via the actions of cytotoxic T-cells [38], consistent with our findings. We therefore speculate that with the loss of the immune-suppressing myeloid cells in the *K14-Cdx2::L2-IL-1β* mice, there is increased immune mediated surveillance and targeting of the abnormal metaplastic cells, leading to the increased apoptosis we observe in the metaplastic nodules at the SCJ. Evidence for the CD11b+Gr-1+ cells fulfilling this component of the model (Figure 7) is at present correlative but is fully consistent with the published literature on immature immune-suppressing myeloid cells. Formal testing of this mechanism is will be pursued in future experiments, including crossing the *L2-IL-1β* mice with IL-17 and S100A9 knock-out and S100A9 over-expressing mice.

An additional important question we do not fully answer here is the mechanism by which esophageal Cdx2 expression inhibits the development and recruitment of these immature myeloid cells. We clearly demonstrate that Cdx2 expression reduces levels of proinflammatory S100A8/A9 proteins and also IL-17 in the esophagus, but transgenic IL-1β is entirely unaffected. This is an important distinction, as S100A8/A9 and IL-17 are known from multiple studies to be critical for the induction of immature myeloid cells in cancer [12, 18]. Moreover, the S100A8/a9 and IL-17c proteins are expressed by squamous keratinocytes, esophageal epithelium, and Barrett's esophagus epithelium [23–27], and therefore may be directly affected by esophageal Cdx2. Together these findings suggest a Cdx2 expression in the esophagus reduces the production of the proinflammatory S100A8/a9 proteins and IL-17c (Figure 14).

However, elements of this mechanism remain unknown. Most critically is how the Cdx2 transgene yields this response, and this is a much harder question to address. We have explored *Cdx2's* role in intestinal biology [39–42] and observed that generally the transcription factor Cdx2 behaves as a transcriptional activator, not a repressor [10, 43]. We performed an *in silico* analysis of all three genes to determine if Cdx2 is known to bind their promoter regions using the ENCODE and TRANSFAC databases [44, 45] but found no evidence for an interaction with these genes by Cdx2. Moreover, we explored published genome-wide analyses of Cdx2 binding sites in intestinal epithelial cells and found no reports that Cdx2 protein bound and regulated IL-17, S100A8/A9 genes [46, 47].

It is interesting to note that there are several published reports exploring interactions between proinflammatory cytokines, NF-κB, and Cdx2. In gastric and cholangiocarcinoma cell lines, proinflammatory cytokines including IL-1β, IL-6, and TNF-α have all been reported to induce Cdx2 gene expression [48–50]. Several studies have even suggested this may be mediated by NF-κB binding to the Cdx2 promoter [51, 52]. In contrast, other studies have suggested Cdx2 may inhibit the NF-κB signaling pathway, possibly by binding the p65 subunit and inhibiting DNA binding of the NF-κB complex [53, 54]. We speculate that this latter mechanism may be how Cdx2 limits IL-17 and S100A8/9 expression. Until we clarify this mechanism, we cannot know whether Cdx2 plays a “protective” role, limiting disease progression to dysplasia and EAC by limiting the production of the immature myeloid cells. Therefore, this will remain an important focus for our future research efforts.

In many human cancers, immature myeloid cells have been under intense investigation due to their ability to promote tumor immune evasion and enhance tumorigenesis [12]. They are under investigation not only for the insights they yield into the pathogenesis of cancer, but for the potential therapeutic applications, including enhancement of anticancer immunotherapies [55]. Therefore, our work here, establishing their importance for disease onset in a mouse model for BE and EAC, is extremely significant not only for these new insights into BE pathogenesis our work provides, but also for potentially novel avenues of research and therapeutics which should now be now explored for patients with advanced BE and EAC.

## MATERIALS AND METHODS

### Animal studies

All studies with the mouse models were fully approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania (IACUC#525400), and the animal care and use program conforms to all required standards. Mice were maintained in a specific pathogen-free facility with standard bedding and 12-hour light-dark cycles. The generation and genotyping of *K14-Cdx2* [6] and *L2-IL-1β* [7] transgenic mice have been previously described. *K14-Cdx2* transgenic mice were crossed with *L2-IL-1β* and yielded four genotypes analyzed for this study: *K14-Cdx2::L2-IL-1β* double transgenic, *L2-IL-1β* and *K14-Cdx2* single transgenic mice and corresponding wild type control as well. Mice were placed on drinking water containing deoxycholic acid (0.2% DCA, pH7.0) at age of 8 weeks. After 12-months of treatment, mice were sacrificed for analysis. The nodules were measured and excised for routine pathological examination. The following nodule indicators were evaluated in each mouse by iVision software: the number of mice with nodules as well as the numbers of and the calculated volumes of the nodules per mouse.

### Morphometric analysis

The squamocolumnar junction in HE-stained sections was evaluated for epithelial nodular hyperplasia, percentage of fields with mononuclear inflammatory infiltrates, neutrophilic inflammatory infiltrates, mucosal metaplasia, and mucosal lymphoid follicles. The extent of the histologic changes was assessed by determining the percentage of microscopic fields with positive criteria for lesions. All microscopic fields of each SCJ section were evaluated.

### Quantitative real-time PCR analysis

Samples were stored in tissue storage reagent (RNAlater; Ambion, Austin, TX). Total RNA was isolated using RNeasy Mini kit (Qiagen, Valencia, CA). cDNA was prepared from total RNA using the SuperScript^®^ VILO™ cDNA Synthesis Kit (Invitrogen, Carlsbad, CA). Primers were designed using Primer Express software (Applied Biosystems). Quantitative RT-PCR was performed on an ABI 7000 sequence detection system (Applied Biosystems, Foster City, CA), with SYBR green or Taqman as the fluorescent dye using standard PCR conditions. A dissociation curve was run with each PCR as a control. A ribosomal phosphoprotein, 36B4, was used as the normalization control.

The primer sequences used are as shown below: IL-1β forward 5′-CAAGCAACGACAAAATACCTGTG-3′; reverse 5′-AGACAAACCGTTTTTCCATCTTCT-3′;

IL-17A forward 5′-ATCCCTCAAAGCTCAGCGT GTC; reverse 5′-GGGTCTTCATTGCGGTGGAGAG-3′; IL-17C forward 5′-CCATGGAGATATCGCATCGA-3′; reverse 5′-GCATCCACGACACAAGCATT-3′; S100A9 forward 5′-CACAGTTGGCAACCTTTA TGA A-3′; reverse 5′-GGTCCTCCATGATGTCATTTATG-3′.

All the sequences of other primers used for real time PCR were described previously [6]. *p* values were determined by analysis of variance and Tukey rank mean test. ΔCt values were calculated after duplicate PCRs for each sample as described, and statistical analysis was performed. ΔΔCt values were then calculated and used to determine fold-change in expression.

### Immunohistochemical analysis

All specimens were isolated, rinsed in ice-cold PBS, fixed, and analyzed histologically by staining sections with hematoxylin and eosin (H&E) or immunohistochemically using standard methods as described [6]. Five-mm paraffin-embedded sections were pretreated with xylene and then placed in a microwave oven in 10 mmol/L citric acid buffer. Endogenous peroxidases were quenched using hydrogen peroxide before sections were incubated in avidin D blocking reagent and biotin blocking reagent. Primary antibodies used include rabbit monoclonal Cdx2 (1:500, Abcam), Caspase 3 (1:500, Cell Signaling), Rabbit polyclonal Muc2 (1:100, Santa Cruz), mouse monoclonal anti-CD45 (1:250, cell signaling), rat anti-Gr-1/NIMP-R14 (1:100, Abcam), mouse monoclonal MAC387 (1:1,000, Abcam), dendritic cell marker mouse monoclonal AP-MAB0801 (Abcam), rat anti-Ly-6G (1:1,000, BioXcell), Rabbit anti-Myeloperoxidase (1:500, Abcam), Rabbit anti- S100A9 (1:100, Novusbio). Sections were incubated with primary and biotinylated secondary antibodies and an avidin-horseradish peroxidase conjugate (Vectastain Elite ABC kit; Vector Laboratories, Burlingame, CA) following the manufacturer's protocol. The signal was developed using the 3,3-diaminobenzidine substrate kit (Vector Laboratories). Sections were counterstained with hematoxylin.

Alcian blue staining, slides were deparaffinized. After application of 3% aqueous acetic acid to the slides, 1% Alcian blue in 3% acetic acid, pH 2.5, was applied. Sections were washed and counterstained with 0.1% nuclear fast red, dehydrated, and mounted. For immunofluorescence detection, the tissue sections were incubated with primary antibody overnight at 4°C and secondary antibodies at 37°C for 30 minutes. After incubation, slides were washed with PBS three times, counterstained with DAPI, and then photographed with a Nikon E600 fluorescent microscope and confocal microscope.

### EdU cell proliferation assay

The transgenic and wild-type littermates were injected intraperitoneally with EdU (Life Technologies) 1 hour prior to sacrifice, esophagus and squamo-columnar junction area were harvested and embedded in paraffin. 5 μm thick sections were subjected to the Click-iT and subjected to the Click-iT EdU proliferation Assay (Life Technologies). EdU that had been incorporated into newly synthesized DNA was detected by Alexa Fluor 594 azide (red) and cell nuclei were stained with DAPI (blue) counterstain. All Images were captured at 10× and 20× magnification. Three random 10× fields were taken from each group of litter matched transgenic and wild type mice. The EdU positive proliferating cells were quantified and normalized to the total cell number in each field. The graph is generated from the average ratio (EdU/DAPI) of three 10× fields in each group.

### ELISA

The levels of mouse IL-6 in sera of the transgenic mice were determined using an ELISA kit (BD Company, San Diego, CA). Absorbance was measured at 450 nm by a Tecan plate reader, and the samples were analyzed by Magellan 7.1 SP software.

### TUNEL assay

Apoptosis in sections was performed using *In situ* cell death detection kit with TMR Red according to the manufacturer instructions (Roche, West Sussex, UK) (Roche #12 156 792 910) and stored at 4°C until analysis.

### RNA microarray analysis

Microarray analyses were performed on triplicate RNA samples of SCJ metaplasia nodules from mice to identify differentially expressed genes comparing *L2-IL-1β* forestomach and *K14-Cdx2::L2-IL-1β* forestomach. The total nodules from mouse SCJ were isolated and snap-frozen and stored at −80°C for RNA preparation. cDNA was transcribed using 5 μg total RNA (Affymetrix) and run on Affymetrix Mouse 1.0ST Affymetrix Arrays. The statistical test significance analysis of Microarrays was applied using a two-class unpaired analysis and differentially expressed genes were identified using a fold change cutoff of ≥1.5 (up or down). Gene expression differences were considered statistically significant if the *p*-value was less than 0.01. A global test was done as to whether the expression profiles differed between the classes by permuting the labels of which arrays corresponded to which classes. The false discovery rate was estimated to be less than 0.13%. Cluster analysis was performed with Cluster and Treeview software. Microarray files were submitted to the GEO repository; file GSE60320.

### Flow cytometry analysis

Single-cell suspensions of fresh esophagi, SCJ metaplasia nodules, or spleen) were prepared. Spleens were crushed and passed through a 70-μm cell strainer, treated with ACK Lysis Buffer (Invitrogen) and washed twice with RPMI/10% FCS. Esophagi and forestomachs were minced into 1–2 mm pieces, incubated in 1 mg/mL collagenase (Sigma-Aldrich) in RPMI for 45 minutes at 37°C, and then were passed through a 70-μm cell strainer and washed once RPMI/10% FCS. Cells were stained in PBS/0.5% FCS with the following antibodies: CD45 (Biolegend clone 30-F11), CD11c (clone HL3), anti-mouse CD45R (B220) FITC, CD3e (clone 145–2C11), CD49b (clone DX5), CD19 (clone 1D3) from eBioscience and Pacific Blue Ly-6G/Ly-6C (Gr-1) (clone RBG-8C5) from Biolegend, Anti-Mouse CD11b (clone M1/70) PE from eBiosciences, anti-Myeloperoxidase antibody [2D4] FITC from Abcam, F4/80 (clone C1:A3-1) from AbD Serotec. Flow cytometry was done using a BD FACSCanto or LSRII (BD Biosciences Immunocytometry Systems), and data were analyzed with BD FACSDiva software. Gates were set using negative controls and positive populations were corrected by subtraction of background and nonspecific binding of the antibody.

For CD8^+^ T-cell ablation studies, *K14-Cdx2::L2-IL1β* mice were injected on days one, three and five with 200 μg of anti-mouse CD8a (clone 53-6.72) or isotype control (clone 2A) antibodies from BioXcell. On the sixth day, blood, spleens and esophagi were collected for flow cytometry confirmation of decreased CD8^+^ cells. SCJ metaplasia sections were fixed for histology and TUNEL assays.

### *In vitro* T cells suppression assay

To evaluate the ability of CD11b+ Gr-1+ myeloid-derived suppressor cells (MDSC) isolated from the spleen from *L2- IL-1β* transgenic mice to suppress antigen specific T cell proliferation, we performed a T-cell proliferation assay. A single cell suspension of splenocytes isolated from wild-type mice was made by homogenizing spleen with a 1 ml syringe through a 70 μM filter into a 50 ml conical tube. Red blood cells were lysed using lysis solution and quenched with HBSS. Red blood cell depleted murine splenocytes were resuspended at 1 × 10^6^/ml and labeled with 5 μM green fluorochrome carboxyfluorescein succinimidyl ester (CFSE). Cells were activated with anti-CD3/CD28 coated beads (Gibco, Life technologies) and seeded in triplicate and cultured in RPMI-1640 supplemented with 10% fetal bovine serum. Splenocytes were cultured either alone or in the presence of CD11b^+^Gr-1^+^ cells isolated from *L2-IL-1β* mice at different ratios 0:1, 1:1, 1:2, 1:4, 1:8, 1:16. After 72 h, cells were collected and stained with 7AAD, anti-CD45, CD3, CD4, Gr-1 and CD11b mAbs cocktail. Proliferation was determined by CFSE dilution and flow cytometric analysis on a FACSLSRII cytometer (BD Biosciences) with initial gating on the CD3^+^/CD4^+^ populations.

### Statistical analysis

GraphPad Prism version 3.04 was used for all statistical analyses (GraphPad, San Diego, CA, USA). For power analysis GraphPad Statmate or G*power3 was used. All data are represented as mean and standard deviation unless otherwise stated with *p*-value cutoff of ≤ 0.05 unless otherwise indicated. Replicate numbers and specific statistical tests employed are indicated in the figure legends.

All authors had access to the study data and had reviewed and approved the final manuscript.

## SUPPLEMENTARY TABLE

# Supplementary material for: Immature myeloid progenitors promote disease progression in a mouse model of Barrett's-like metaplasia
**Source:** Oncotarget. 2015 Oct 12;6(32):32980–3005. doi: 10.18632/oncotarget.5431
**Supplement:** Supplementary file 1

SUPPLEMENTARY TABLE

Supplementary Table S1: Microarray results containing 199 genes whose expression differed by 2-fold or more and had less than a 10% false discovery rate

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
Uox	ENSMUST00000029837	-14.9333	0	-15.0767	6.51E-05
Akr1c18	NM_134066	-10.1761	1.47185	-4.86307	0.00691962
A630038E17Rik	BC111819	-7.20884	0	-16.1486	3.72E-05
A630038E17Rik	BC111819	-7.03042	0	-9.93134	0.000353194
Gm5416	NM_001082542	-6.21167	1.29192	-4.94736	0.00616605
Vnn3	NM_011979	-5.61856	0	-9.77786	0.000353637
Muc5b	NM_028801	-5.61801	1.87105	-4.11052	0.0121366
Tmprss11bnl	ENSMUST00000038448	-5.30621	0	-15.1088	4.38E-05
Lpo	NM_080420	-5.22939	0	-7.51084	0.00109903
Ifi202b	NM_008327	-5.07291	3.61419	-3.34152	0.0246727
Pyhin1	NM_175026	-4.92285	1.47185	-4.87958	0.00627679
Atp12a	NM_138652	-4.90446	2.40305	-4.0791	0.0122654
	---	-4.69872	1.87105	-4.09897	0.0119785
Spr2g	NR_003548	-4.69418	4.68177	-3.10933	0.0310129
Tmprss11g	NM_177162	-4.28837	0	-15.2387	3.58E-05
Atp13a4	NM_001164612	-4.25089	1.05914	-5.86038	0.00293742
Tcrg-V6	Z48592	-4.23609	1.05914	-5.87465	0.00290585
Sptlc3	NM_175467	-4.22396	0	-8.16011	0.000713163
	---	-4.09536	1.05914	-5.50774	0.00374389
Slc5a8	NM_145423	-3.99601	0	-6.94518	0.00141248
Stfa3	NM_025288	-3.98957	0	-7.56497	0.000973656
Olfm4	NM_001030294	-3.96623	0	-6.69396	0.00164929
Wfdc12	NM_138684	-3.96555	2.80504	-3.91421	0.0137842
Defb3	NM_013756	-3.94574	5.35637	-2.99139	0.0344597
Tnfrsf9	NM_011612	-3.75936	0	-8.064	0.000714102
S100a9	ENSMUST00000117167	-3.73631	0	-11.5274	0.000132201
Cyp7b1	NM_007825	-3.68619	0	-13.3532	6.20E-05
Pdcd1	NM_008798	-3.55437	0	-10.2341	0.000227893
Spr2 h	NM_011474	-3.51013	5.35637	-2.9931	0.0338806
BC100530	ENSMUST00000096089	-3.42958	1.05914	-5.62096	0.00326355
	---	-3.33596	1.47185	-4.56878	0.00742709

(Continued)

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
S100a8	NM_013650	-3.28772	0	-7.66234	0.000837659
1190003J15Rik	ENSMUST00000026554	-3.28515	1.47185	-4.70993	0.00656509
Earl	NM_007894	-3.26191	1.47185	-4.69779	0.00661719
Ifitm1	ENSMUST00000106042	-3.21242	0	-7.63403	0.000840821
	---	-3.20719	1.21514	-5.40404	0.00374508
	---	-3.16964	1.47185	-4.61284	0.00704579
Mugl	NM_008645	-3.16554	5.98878	-2.76435	0.0428922
Pglyrp4	NM_001165968	-3.14416	1.05914	-6.1311	0.00218518
Cxcr6	NM_030712	-3.08408	1.21514	-5.15375	0.00447996
	---	-3.05062	0	-7.40276	0.000936712
Sprr1b	NM_009265	-3.04819	2.40305	-3.98401	0.0121922
Il1b	NM_008361	-3.04682	1.87105	-4.22259	0.0097923
	---	-3.02315	1.05914	-6.10626	0.00218217
2010107G12Rik	NM_001025573	-2.91426	0	-6.8816	0.00126484
	---	-2.88069	1.47185	-4.78103	0.00590767
Il17a	NM_010552	-2.87594	1.05914	-5.69108	0.00287537
Slc1a1	ENSMUST00000025875	-2.85519	1.47185	-4.63416	0.0066685
Slc6a14	NM_020049	-2.85356	1.05914	-6.34742	0.00178622
Gm1045	NM_001177577	-2.82565	0	-10.1915	0.000189406
Csf3r	NR_045561	-2.8235	3.28523	-3.52858	0.0185792
Sprr2f	NM_011472	-2.82333	1.70914	-4.25596	0.00926724
Il17c	NM_145834	-2.77006	6.73037	-2.60104	0.050553
Saa3	NM_011315	-2.76797	2.96978	-3.61786	0.0168901
Cd3g	NM_009850	-2.76493	8.92894	-2.34912	0.0680025
Lcn2	NM_008491	-2.76479	0	-6.69865	0.00137978
Tmprss11e	NM_172880	-2.74916	5.98878	-2.8152	0.039523
Tmigd1	NM_025655	-2.74252	1.21514	-5.23439	0.00399142
Slc37a2	NM_001145960	-2.73427	8.92894	-2.44295	0.0607078
Defb14	NM_183026	-2.72681	4.68177	-3.1555	0.0271445
	---	-2.72273	2.82036	-3.81971	0.0137776
Chi3l1	NM_007695	-2.71049	6.73037	-2.64554	0.0478296
Gm15987	NR_045009	-2.70602	4.00359	-3.27134	0.0239514
Sprr2k	NM_011477	-2.69383	1.29192	-5.00621	0.00475751
Snora75	NR_028478	-2.68927	2.96978	-3.67346	0.0158413
	---	-2.68323	1.63853	-4.41833	0.00785399

(Continued)

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
Clec4e	NM_019948	-2.67522	1.05914	-6.06005	0.00210464
Cdhr1	NM_130878	-2.62858	3.28523	-3.51707	0.0184085
Mmp9	NM_013599	-2.62158	4.00359	-3.31275	0.0227285
Ces1 h	AK009689	-2.62027	2.96978	-3.66076	0.0159068
Nox1	ENSMUST00000033610	-2.61431	1.47185	-4.66675	0.00624271
Klk12	ENSMUST00000107970	-2.59694	1.21514	-5.20563	0.00396831
Mmp3	NM_010809	-2.58433	5.98878	-2.75288	0.0418639
Ighv1-47	X14623	-2.57879	1.05914	-5.59985	0.00289786
Gpr110	ENSMUST00000047399	-2.54291	2.40305	-4.03839	0.0108918
Klri2	NM_177155	-2.52273	0	-10.826	0.000118517
Ugt8a	NM_011674	-2.50342	5.35637	-2.91846	0.0344439
	---	-2.49891	1.87105	-4.15996	0.00964081
Ptk6	ENSMUST00000016511	-2.49235	1.70914	-4.27699	0.00863885
Slc16a14	ENSMUST00000027422	-2.48668	9.80618	-2.246	0.0757406
Terg-V5	Z48591	-2.47034	1.70914	-4.28833	0.00851363
Gpr65	NM_008152	-2.46627	1.47185	-4.65837	0.00610487
Klrc1	ENSMUST00000032271	-2.46607	0	-8.43156	0.000419897
Lgi2	NM_144945	-2.46469	0	-7.14023	0.000937801
Defa-ps12	NR_002878	-2.45884	3.28523	-3.48467	0.0186069
Adcy8	NM_009623	-2.44958	1.47185	-4.80111	0.00537414
Cd3e	NM_007648	-2.44474	2.96978	-3.57071	0.0169952
Prss22	NM_133731	-2.43784	2.82036	-3.8101	0.0133476
Tmprss11d	ENSMUST00000031175	-2.43425	0	-8.04725	0.000520412
Havcr2	NM_134250	-2.42003	1.05914	-6.51103	0.00141451
Alpl	NM_007431	-2.36924	0	-10.9783	9.83E-05
Ces1g	ENSMUST00000044602	-2.3609	6.73037	-2.68032	0.0445328
Krt6a	NM_008476	-2.34649	1.29192	-4.91403	0.00475121
Defb6	NM_054074	-2.33926	9.80618	-2.31371	0.0689038
Il2rb	NM_008368	-2.33622	0	-13.1679	3.26E-05
Klk14	NM_174866	-2.33083	1.05914	-5.442	0.0030575
Cldn8	NM_018778	-2.31595	9.80618	-2.26279	0.0731959
Snora81	NR_034048	-2.31443	1.47185	-4.56728	0.00637787
Ankk1	NM_172922	-2.30711	1.29192	-5.01905	0.00429619
Moxd1	NM_021509	-2.30548	2.80504	-3.87954	0.0121489
Blk	NM_007549	-2.29922	1.47185	-4.75843	0.00536239
Cst7	NM_009977	-2.28314	1.70914	-4.30757	0.00801877

(Continued)

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
Ambp	NM_007443	-2.26612	8.92894	-2.34231	0.0660631
Expi	NM_007969	-2.25922	0	-9.86684	0.000162159
Fam167a	NM_177628	-2.25793	0	-7.85868	0.000532401
Nat8l	NM_001001985	-2.25621	1.21514	-5.12827	0.00385432
Snora15	NR_003681	-2.25342	5.35637	-2.84585	0.0362549
Stap1	ENSMUST00000031171	-2.24255	2.80504	-3.87324	0.0120524
Spink12	ENSMUST00000081271	-2.23276	4.00359	-3.23267	0.0234261
Aipl1	NM_053245	-2.22704	1.29192	-4.97417	0.00434818
A630038E17Rik	BC038285	-2.22224	2.82036	-3.72491	0.0139225
Dpep2	ENSMUST00000150001	-2.21706	2.82036	-3.78871	0.0130361
Ptpn22	NM_008979	-2.19618	1.21514	-5.39783	0.00301512
Esr1	NM_007956	-2.18994	4.68177	-3.12162	0.0262641
Tdh	NM_021480	-2.18358	1.70914	-4.35323	0.00747082
Il27ra	NM_016671	-2.18232	0	-7.54608	0.000621474
2300002M23Rik	ENSMUST00000044326	-2.17384	2.82036	-3.7647	0.0132144
	---	-2.17087	8.15245	-2.47817	0.055352
Selplg	NM_009151	-2.1509	2.40305	-3.97338	0.010656
Gzmb	NM_013542	-2.14237	1.47185	-4.83056	0.00477608
Il23a	NM_031252	-2.13829	1.05914	-6.30409	0.00144615
Pion	NM_175437	-2.13423	1.87105	-4.16832	0.00876621
Pglyrp1	NM_009402	-2.12096	2.82036	-3.71678	0.0136792
Bhlhe22	NM_021560	-2.11237	0	-7.42563	0.000641588
Mab21l3	ENSMUST00000118411	-2.1097	1.47185	-4.7535	0.00504888
	---	-2.10837	2.40305	-4.0647	0.00961486
Tnfaip2	ENSMUST00000102745	-2.104	2.40305	-4.04434	0.0097947
Trem1	NM_021406	-2.09072	0	-6.75928	0.00100605
P2ry2	NM_008773	-2.08968	1.47185	-4.88689	0.00444745
Trim30b	NM_175648	-2.0863	1.63853	-4.5019	0.00628989
Shisa3	NM_001033415	-2.07089	2.82036	-3.73879	0.0131839
Upp1	NM_001159402	-2.05616	1.63853	-4.4824	0.00632832
Kcnh1	NM_010600	-2.0543	1.70914	-4.40111	0.00682478
	---	-2.05376	0	-9.86367	0.000131604
Krt16	NM_008470	-2.05349	1.29192	-5.03807	0.00383199
Gm11992	NM_001037928	-2.0525	6.73037	-2.69238	0.0419691
Cd53	NM_007651	-2.04865	1.21514	-5.3718	0.00287589
Eya1	NM_010164	-2.03747	2.80504	-3.8923	0.011149

(Continued)

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
Abpb	NM_001100464	-2.03699	1.47185	-4.60805	0.00558745
Dsc2	ENSMUST00000039247	-2.03529	0	-8.68074	0.000264253
F2rl2	ENSMUST00000022182	-2.0338	0	-8.03007	0.000401129
H2-Q10	ENSMUST00000040279	-2.03213	9.80618	-2.27067	0.0701467
Gm20317	XR_105322	-2.03175	1.70914	-4.27253	0.00764419
	---	-2.02793	5.35637	-2.95088	0.0308161
Tgm5	ENSMUST00000028721	-2.02783	2.80504	-3.95365	0.0104466
Scarna3b	NR_028544	-2.01915	2.82036	-3.80108	0.0121583
Icos	NM_017480	-2.01872	3.28523	-3.53098	0.0161314
Steap4	NM_054098	-2.01622	5.98878	-2.8247	0.0356098
	---	-2.01291	3.61419	-3.39604	0.0186242
	---	-2.01291	3.61419	-3.39604	0.0186242
	---	-2.0116	8.92894	-2.35365	0.0630274
	---	-2.00012	1.70914	-4.25051	0.00770704
Ada	ENSMUST00000017841	2.01162	2.80504	4.86559	0.00437207
Bves	NM_024285	2.03721	8.15245	3.1188	0.0254933
Rap1gap2	ENSMUST00000102521	2.03779	8.15245	3.1837	0.0237029
Lcel1b	NM_026822	2.03913	8.15245	3.18367	0.023711
	---	2.03999	1.29192	6.89905	0.000877053
Slc38a3	NM_023805	2.04733	5.98878	3.39222	0.0188875
Fmo2	ENSMUST00000045902	2.06078	6.73037	3.23332	0.0225604
Lcel1f	NM_026394	2.08208	9.80618	2.81662	0.0364474
Aldh3a1	NM_007436	2.09045	8.15245	3.08554	0.0267946
Ftl1	NM_010240	2.0905	8.92894	2.96144	0.0308625
Lce6a	NM_001166172	2.11126	5.27599	3.53637	0.0164686
Lcel1l	NM_028628	2.11625	4.68177	3.8239	0.0122509
Hmgcs2	NM_008256	2.16739	1.29192	7.48554	0.000640253
Slc25a23	NM_025877	2.17316	2.96978	4.36867	0.00733975
Slc2a4	NM_009204	2.19669	8.15245	3.15847	0.0252449
Hsd17b14	NM_025330	2.20029	5.27599	3.77199	0.0132041
	---	2.21057	9.80618	2.80521	0.0377557
Cpa6	NM_177834	2.21236	4.68177	3.86008	0.0121225
Gpr37	ENSMUST00000054867	2.25629	1.43956	6.18284	0.00167856
Mboat2	NM_026037	2.30766	8.15245	3.1756	0.0252514
Pcp4l1	NM_025557	2.31921	5.98878	3.37713	0.0203672
Pcp4	NM_008791	2.32222	5.27599	3.5736	0.0165909

(Continued)

Gene Symbol	RefSeq	Fold-Change<br>(Cdx2/IL-1B<br>vs. IL-1B)	q-value (%)	Score (d)	p-value<br>(Cdx2/IL-1B<br>vs. IL-1B)
St3gal5	NM_011375	2.33146	5.98878	3.37878	0.0203747
Glde	NM_138595	2.34998	1.87105	5.46355	0.00302381
Inmt	ENSMUST00000003569	2.35124	5.98878	3.3848	0.0203125
Spp1	NM_001204201	2.4025	6.73037	3.35821	0.0210589
Gm13124	NM_001085542	2.43798	3.61419	4.17312	0.00941418
5430427M07Rik	NR_045858	2.48309	5.98878	3.45904	0.0191744
2310050C09Rik	NM_025621	2.49507	4.68177	3.83691	0.0131255
Adcyap1r1	NM_007407	2.56201	5.27599	3.66685	0.0156873
	---	2.58072	8.92894	3.04785	0.0300768
Snord13	NR_028522	2.59187	8.15245	3.2049	0.0254013
	---	2.66855	8.92894	2.98721	0.0324214
Tacr2	NM_009314	2.67941	2.96978	4.57304	0.00684823
E330013P06	NR_045402	2.74475	6.73037	3.28414	0.0237194
Trim50	ENSMUST000000065785	2.75183	9.80618	2.86964	0.0371922
Esrrg	ENSMUST00000110938	2.80439	8.92894	2.99189	0.0326175
Lcelm	NM_025420	2.98417	1.29192	7.31878	0.000972791
Krt79	NM_146063	3.71593	3.61419	4.16121	0.0108772
Lcelk	NM_001254760	3.73066	8.15245	3.19856	0.0275127
5430419D17Rik	NM_175166	3.77612	1.05914	9.38113	0.000358072
Mir145	NR_029557	3.99754	3.61419	4.10849	0.0115672
Far2	NM_178797	5.33113	1.43956	5.8836	0.00304483
Ifi2712b	NM_145449	6.07215	2.96978	4.5413	0.00849458
Cdx2	ENSMUST000000031650	6.622	1.05914	9.52289	0.000418314
Cdhr5	NM_001114322	7.18268	3.61419	4.18042	0.0117104
Sycn	NM_026716	13.5724	2.40305	4.99092	0.00640984

How the deposited data were processed for this re-analysis (not part of the article)

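The arrays measured total RNA of metaplastic nodules of the squamo-columnar junction from 3 *K14-Cdx2::L2-IL-1β* samples (52540, 52541 and 52542) and 3 *L2-IL-1β* samples (52543, 52544 and 52545), and each array was assigned to its genotype by its label. The log2 intensities per probe set were made by the authors from Affymetrix arrays and were normalized between arrays before they were deposited, while the summarisation, the background correction and the software are not given in the sources used here. The authors also deposited, as the column headers say, the ratio of the genotypes and a signed fold change, which equal the values computed from the group means. Their SAM score and the SAM q-value in percent come from the unpaired test of the methods, as deposited. Their p-value, as deposited, equals that of an equal-variance test of each probe set to within 0.0024, and its step-up adjusted p-value is given beside it. The authors' ratio, score, p-value and q-value columns were used only for comparison. Of the deposited tables, 2 held values per array, and these were identical. The submitters' notes name the build mm8, whereas the transcript positions in the annotation name NCBIM37, which is the build of every position printed.

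All 34365 probe sets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with 2.59 prior degrees of freedom, Benjamini-Hochberg adjustment), with the genotype as the only term. A probe set was counted as changed at a fold of 2 or more and an adjusted p under 0.10. Single genes were called at an adjusted p under 0.10 whatever their fold, and a gene was represented by its probe set with the highest mean. Single genes were also compared by an exact two-sided permutation test. The genes named were those of Table 1, those the text names for the nodules, the 12 with the largest rise and the 12 with the largest fall among the changed probe sets whose genotypes did not overlap, and up to 4 genes of each list with the smallest p. Values in Table 1 and Table S1 had been read when this rule and the gene lists were written, and genes named outside it were chosen after their values were seen. The 40 gene lists cover leukocyte types, cytokine and NF-κB or interferon responses, squamous, intestinal, gastric and pancreatic epithelium, proliferation and apoptosis, muscle, stroma, fat, liver, sex and the circadian clock. Of their 748 entries, 741 were found under their symbol, 3 under an older symbol and 4 were not found. Lists were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, adjusted over the 40 lists and called at an adjusted p under 0.05. Membership of the lists among the called genes was tested with Fisher's exact test, one-sided, against all 24647 named genes.

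The samples, thresholds, gene lists, tests other than Fisher's exact test and all alternatives except those named here as added were chosen before the data were examined, apart from the values of Table 1 and Table S1, which come from the same arrays and had been read. Fisher's exact test and its grouping of the lists were not in that plan. The alternatives were median centring, a further quantile normalization, leaving out probe sets whose mean lay below the median of 6.64, probe sets naming exactly 1 gene, eBayes with trend and robust, an equal-variance test of each probe set (the test that the deposited p equals, which the methods do not name), SAM rebuilt with 20 relabellings (added constant 0.0336), other thresholds, the mean of a gene's probe sets, camera with an estimated correlation, fry, and leaving out each array in turn. Array weights, and the equal-variance test at a fold of 1.5 and an unadjusted p under 0.01, were added after seeing the data. No paired analysis was possible, because the sample numbers pair no sample of one genotype with one of the other. On simulated data with 200 of 34365 probe sets changed, limma was read at an adjusted p under 0.10 without a fold limit. It recovered 85% of those changed 2-fold and 96% of those changed 4-fold (205 called, 24 of them falsely). The recovery with the 2-fold limit of the counts was not simulated. Camera called 5 of 5 shifted lists and 0 of 20 lists without a shift. The simulated probe sets varied independently, whereas the estimated correlations of the real lists ran from -0.027 to 0.883. The simulation therefore does not test camera on correlated genes. The number of arrays limits the precision. The DAVID annotation was not repeated, and staining, flow cytometry and quantitative PCR were not analysed here. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.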

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

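The tests of Sycn within single samples, of epithelial defence genes against core squamous genes, of neutrophil against monocyte and macrophage genes, and of the called probe sets and genes without the sample with Y-linked signal were chosen only after the result was seen.

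Genes of pancreatic acinar cells, which the paper does not discuss, stood out in the *K14-Cdx2::L2-IL-1β* sample 52542, at a median of 2.56 (log2) above the *L2-IL-1β* mean. Y-linked genes stood out in the *K14-Cdx2::L2-IL-1β* sample 52541, at a median of 4.25 above the *L2-IL-1β* mean, with Xist at -5.95.

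Sycn was the most strongly raised gene and is known from acinar cells. In sample 52542 the other 25 acinar genes lay 2.56 above the *L2-IL-1β* mean, 13 of them by more than 2, with Ctrb1 at 12.59 and Cpa1 at 11.27, which is consistent with pancreatic tissue taken with that nodule. In samples 52540 and 52541 these genes lay at 0.032 (spread 0.16 among the *L2-IL-1β* samples) while Sycn lay 2.74 and 3.78 above it, which argues against pancreatic tissue as the source of Sycn there. Over all 3 samples the median of 0.93 rests on sample 52542 and decides nothing. Genes of parietal and chief cells ranked the 6 samples in the same order as Sycn. Their medians lay at 0.49, 0.70 and 1.16 in samples 52540, 52541 and 52542, and at 0.10, 0.37 and -0.43 in samples 52543, 52544 and 52545. An effect of Cdx2 on Sycn, a hypothesis found on these samples, and a different share of gastric cells cannot be told apart here. Neither was tested.

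Of 18 genes of all leukocytes, 3 were lower and 15 did not pass, and the list, which shifted downward by camera, was not called with an estimated correlation (adjusted p = 0.2547). A smaller share of all leukocytes would lower the genes of every leukocyte type alike, but the median fold changes of neutrophil and of B and plasma cell genes lay 0.80 apart (log2; 0.72 as the mean over samples, spread 0.17). A limit of 0.5 had been set for the widest difference of these median fold changes, and 0.80 lay past it. B and plasma cell genes are mostly dim, with 7 of 16 above the median level. Neutrophil genes differed from monocyte and macrophage genes, with 19 of 20 above it, by -0.59 in median fold change, also past 0.5. As the mean over samples this difference was -0.47 (SD 0.16, exact permutation test, p = 0.10, the smallest possible), short of 0.5. The neutrophil list was written after Table S1 had been read and holds genes of that table, so a smaller share of all leukocytes stays open. Fewer neutrophils, or lower expression in them, cannot be separated by arrays of whole nodules, and were not tested here. By flow cytometry of the SCJ metaplasia, the paper found fewer Gr-1 and CD11b cells in *K14-Cdx2::L2-IL-1β* mice. It found no change in T, B, dendritic or NK cells. From CD45 staining it concludes that the broader inflammatory response is intact.

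Of 30 epithelial defence genes, which squamous epithelium expresses, 12 with S100a8 and S100a9 were lower and 18 did not pass, and the list was not called with an estimated correlation (adjusted p = 0.1754). Core squamous genes had a median of -0.22, so that a smaller share of squamous epithelium and lower expression within it cannot be told apart for a part of this size. The median fold changes of defence and core squamous genes differed by -0.43 (log2; -0.45 as the mean over samples, spread 0.12), which is beyond that spread. The defence list was written after Table S1 had been read and holds lower genes of that table, such as S100a8 and S100a9. The difference was therefore partly set by the choice of genes, and less squamous epithelium as the whole cause stays open. The neutrophil list had a median of -0.67, against -0.65 for the defence list. By staining of the esophagus, the paper found less S100A9 protein in the squamous epithelium of *K14-Cdx2::L2-IL-1β* mice. It also found S100A9 in fewer infiltrating cells of their submucosa. Fewer infiltrating cells as a source of the fall cannot be separated by arrays of whole nodules, and were not tested. An effect of the Cdx2 transgene on the defence genes stays open and was not tested apart from the genotype.

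The other tests concern the whole comparison. With 10 splits of the 6 samples into 3 and 3, the share of splits as large as the real one cannot fall under 0.05. The real split gave 137 changed probe sets, the highest of the others 0, and 1 of the 10 splits was as large. The Y-linked genes had a median log2 fold change of 1.35, which comes from 1 sample, so the sexes of the groups are not fully matched. Of the 137 called probe sets, 128 kept their direction at 2-fold or more without that sample, but these had been chosen with all samples of the genotypes apart, so this decides nothing. Without that sample 46 genes were still called at 2-fold, 42 of them among the 119 called with all samples when each gene is read from its probe set with the highest mean, which argues against its sex as the whole cause and leaves it open for the other genes. Uox is abundant in liver, and the other liver genes had a median of 0.13, which argues against liver tissue in the *L2-IL-1β* nodules as the source of its fall.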

How the results depend on the processing

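Array weights and an equal-variance test at 1.5-fold and an unadjusted p under 0.01 were chosen after seeing the data. No named gene or list called with all samples turned its direction under any alternative, and none was called in the opposite direction, whereas lists that were not called did turn (such as fibroblast, columnar and endothelial genes on leaving out 1 sample). Leaving out 1 sample cannot turn a gene whose genotypes do not overlap. The list tests took neither array weights nor the trend and robust setting, so these alternatives could not change them. The count of 137 changed probe sets stayed between 130 and 189 under median centring, quantile normalization, without dim probe sets, with probe sets naming 1 gene, trend and robust, array weights and SAM rebuilt. It was 0 with the equal-variance test adjusted over all probe sets (4060 at an unadjusted p under 0.05, against 4699 by limma), 624 (212 higher, 412 lower) at 1.5-fold and an unadjusted p under 0.01, 67 (8 higher, 59 lower) at an adjusted p under 0.05, 631 (198 higher, 433 lower) without a fold limit and 318 (70 higher, 248 lower) with the equal-variance test at 1.5-fold. The 22 higher probe sets became 34 without dim probe sets, 54 with array weights and 40 with SAM rebuilt. Leaving out 1 sample gave 13 (without 52543) to 329 (without 52540) changed probe sets, 0 to 94 higher and 13 to 235 lower. Of 95 named genes called, 95 remained called without 52540, 27 without 52541, 83 without 52542, 7 without 52543, 20 without 52544 and 17 without 52545. Of the 28 lists called by camera, 0 were called with an estimated correlation (smallest adjusted p = 0.175) and 12 by fry, which tests whether a list's genes move one way and does not compare them with other genes. These 12 are all lower lists, and none of the 10 higher lists was called by fry. With an estimated correlation the adjusted p was 0.1754 for the neutrophil, IL-17 axis and epithelial defence lists, 0.2547 for the leukocyte, cytotoxic and squamous serine protease lists, 0.523 for T cells and 0.5787 for intestine. The adjusted p of fry was 0.00209 for the IL-17 axis, 0.00929 for the epithelial defence and 0.00944 for the cytotoxic list. It was 0.0122 for neutrophils, 0.0131 for checkpoint receptors and for squamous serine proteases, 0.0181 for NF-κB targets and 0.0447 for leukocytes. Fry did not call T cells (adjusted p = 0.2308) or intestine (adjusted p = 0.4758). The adjusted p of camera without dim probe sets was 0.131 for the cytotoxic list. Leaving out 1 sample gave 0.00283 to 0.1844 for T cells, 0.00886 to 0.0953 for the cytotoxic list and 4.68e-06 to 0.691 for intestine, each highest without 52542. Beyond fewer samples, fewer probe sets or other thresholds, the cause was not tested. The other deposited table holds identical values and gives no alternative, and Gzmb, at the 34th percentile of mean level, was not tested without dim probe sets.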

Differences from the paper's values

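Of the settings in this part, array weights alone were chosen only after the result was seen.

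The paper's count of higher genes is 47, which in the authors' deposited table are probe sets, against 22 probe sets here, at the paper's stated thresholds of 2-fold and a false discovery rate of 10%. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's without dim probe sets (34), without sample 52542 (35) and with SAM rebuilt (40). It did not with median centring (23), quantile normalization (23), probe sets naming 1 gene (25), trend and robust (24), an equal-variance test of each probe set (0), the other thresholds (212, 8 and 198) or without sample 52540 (94), 52541 (5), 52543 (0), 52544 (4) or 52545 (4).

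The p column of Table 1 equals the authors' deposited p for 26 of 38 genes, within 0.1% of the p, and for 11 of the other 12 it holds the p of another gene. The folds match for all 38. For the genes that differ by more than 1.5 times, the paper's p and the unadjusted p recomputed with the equal-variance test are 0.0097923 and 0.00448 for Cxcr6, 0.00447996 and 0.002186 for Pglyrp4, 0.00218518 and 0.000841 for Ifitm1, 0.000837659 and 0.0001322 for S100a9, and 0.000132201 and 0.03446 for Defb3. They are the paper's 0.0344597 and 0.01378 for Wfdc12, the paper's 0.0137842 and 0.001649 for Olfm4, the paper's 0.00164929 and 0.02467 for Ifi202b, the paper's 0.0246727 and 0.00692 for Akr1c18, and the paper's 0.00691962 and 6.51e-05 for Uox. The methods name SAM and not this test, which the deposited p equals to within 0.0024 and which is 1 of the alternatives set before the data were examined, and the other alternatives do not give this p.

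The paper calls Il17c significantly diminished and lists Csf3r in Table 1 among the reduced genes, whereas limma gave an adjusted p of 0.20 and of 0.11. By quantitative PCR the paper also reports less Il17c mRNA in esophagus and nodules, where the p for the nodules lay above its cutoff. Il17c was called with SAM rebuilt alone, while Csf3r was also called without dim probe sets, with probe sets naming 1 gene, with the mean of a gene's probe sets and at 1.5-fold and an unadjusted p under 0.01. Of Table 1, Lce1k, Cd3e, Mmp9, Defb14, Defb3 and Ifi202b did not pass here either, and all 6 were called with SAM rebuilt, at 1.5-fold and an unadjusted p under 0.01, without sample 52540 and with array weights, which were chosen after seeing the values. Mmp9, Ifi202b and Cd3e were also called without dim probe sets, and Cd3e with probe sets naming 1 gene, trend and robust, the mean of a gene's probe sets and without sample 52542. The other 30 genes of Table 1 passed in the direction the paper lists.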

Other observations

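The comparison of T cell receptor chains was chosen only after the result was seen.

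T cell receptor gamma and delta chains were lower in *K14-Cdx2::L2-IL-1β* nodules. Of 12 gamma and delta chain probe sets above the median level, 9 were lower and none was higher, with a median log2 fold change of -1.60. Of 12 beta chain probe sets 3 were lower (median -0.66), and of 19 alpha chain probe sets 0 were lower (median -0.02). The difference of gamma and delta chains minus beta chains was -0.91 (log2, spread 0.19, exact permutation test, p = 0.10, the smallest possible), beyond that spread. Table S1, which lists Tcrg-V6 and A630038E17Rik as lower, had been read, and the beta and alpha medians differed too. A smaller share of all T cells as the whole cause therefore stays open.

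The genes of the flow cytometry markers Cd4 (log2 fold change -0.14), Cd8a (0.30), Itgax (-0.80), Itga2 (-0.39) and Ly6c1 (0.11) did not pass with limma, nor did Il6 (-0.0042). Of 18 genes of myeloid suppressor function, 2 (Cd274 and Tgfb1) were lower, none was higher and 16 did not pass (7 lower and 1 higher when adjusted over the list alone; adjusted p = 9.77e-05 by camera, adjusted p = 0.175 with an estimated correlation). Among 17 growth factors that mobilize myeloid cells 1 (Il1b) was lower (2 lower and 3 higher when adjusted over the list alone; adjusted p = 0.456). Among 18 genes of mast cells and eosinophils 1 (Ear1, log2 fold change -1.71) was lower (1 lower and 1 higher when adjusted over the list alone; adjusted p = 0.0902, 0.00705 without sample 52540 and 0.0278 without dim probe sets).

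None of 25 cell cycle genes passed with limma, 7 had an unadjusted p under 0.05 and none was called by SAM rebuilt (6 lower when adjusted over the list alone), with a median of -0.16 (adjusted p = 2.51e-05 by camera, adjusted p = 0.263 with an estimated correlation). None of 26 genes that promote apoptosis passed (2 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone; median -0.01, adjusted p = 0.631). Of 14 genes that oppose apoptosis, Bcl2a1d, Bcl2a1b and Birc3 were lower (4 lower and 1 higher when adjusted over the list alone; adjusted p = 0.0385 by camera, adjusted p = 0.405 with an estimated correlation, 0.183 without sample 52540, 0.0978 without sample 52542, 0.0595 without dim probe sets and 0.0946 by fry).

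None of the 4 genes of Barrett's esophagus that the study names (Cckbr 0.74, Tff2 -0.12, Krt19 0.49 and Muc2 0.01, as log2 fold changes) passed with limma, had an unadjusted p under 0.05, was called by SAM rebuilt or passed when adjusted over the list alone (adjusted p = 0.383 by camera). The paper reports Cckbr, Tff2 and Krt19 mRNA as increased, shows Muc2 by staining in both genotypes, and finds the metaplasia not significantly altered by Cdx2. The arrays hold no wild-type tissue and do not test that increase. None of 19 columnar genes passed (2 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone; adjusted p = 0.751). Of 14 gastric surface and neck genes 1 (Muc5b) was lower, also when adjusted over the list alone (adjusted p = 0.21, 0.0135 without sample 52540 and 0.0451 without sample 52544). None of 13 gastric endocrine genes passed (1 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone), with a median of 0.53 (adjusted p = 0.000786 by camera, adjusted p = 0.363 with an estimated correlation), and this median was 1.26 in sample 52542. Of 24 terminal squamous genes 3 (Dsc2, Ovol1 and Tgm5) were lower (4 lower and 1 higher when adjusted over the list alone; adjusted p = 0.0422 by camera, adjusted p = 0.579 with an estimated correlation, 0.691 without sample 52542, 0.0703 without 52543, 0.139 without 52545, 0.0908 with quantile normalization, 0.0688 without dim probe sets and 0.291 by fry).

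None of 14 skeletal muscle genes passed (2 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone; adjusted p = 0.00295 by camera, adjusted p = 0.486 with an estimated correlation, 0.0602 without sample 52542, where the median was 1.34). Of 14 adipocyte genes Fabp4 was higher and Lep lower (5 higher and 2 lower when adjusted over the list alone; adjusted p = 0.00492 by camera, adjusted p = 0.38 with an estimated correlation, 0.0978 without sample 52542). None of 18 fibroblast genes passed (3 at an unadjusted p under 0.05, 1 by SAM rebuilt, 0 when adjusted over the list alone; adjusted p = 0.523, 0.0256 without sample 52542 and 0.0217 without sample 52545). None of 15 endothelial genes passed (1 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone; adjusted p = 0.283, 0.0473 without sample 52544). Of 19 liver genes 1 (Uox) was lower, also when adjusted over the list alone (adjusted p = 0.0696, 0.0193 without sample 52541, 0.0481 without sample 52543 and 0.0463 with quantile normalization). None of 15 clock-controlled genes passed (4 at an unadjusted p under 0.05, 0 by SAM rebuilt, 1 higher when adjusted over the list alone; adjusted p = 0.0323 by camera, adjusted p = 0.363 with an estimated correlation, 0.246 without sample 52542, 0.139 without sample 52545, 0.0648 with quantile normalization, 0.0595 without dim probe sets and 0.273 by fry). None of the 5 sex-linked genes passed (0 at an unadjusted p under 0.05, 0 by SAM rebuilt, 0 when adjusted over the list alone; adjusted p = 0.295).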
